# Adipose retinol saturase is regulated by β-adrenergic signaling and its deletion impairs lipolysis in adipocytes and acute cold tolerance in mice

**DOI:** 10.1016/j.molmet.2023.101855

**Published:** 2023-12-19

**Authors:** Chen Li, Marie F. Kiefer, Sarah Dittrich, Roberto E. Flores, Yueming Meng, Na Yang, Sascha Wulff, Sabrina Gohlke, Manuela Sommerfeld, Sylvia J. Wowro, Konstantin M. Petricek, Dominic Dürbeck, Leonard Spranger, Knut Mai, Holger Scholz, Tim J. Schulz, Michael Schupp

**Keywords:** Adipose tissue, Thermogenesis, Retinol saturase, β-adrenergic signaling, Lipolysis, Mitochondria

## Abstract

**Objective:**

Retinol saturase (RetSat) is an endoplasmic reticulum-localized oxidoreductase highly expressed in organs involved in lipid metabolism such as white (WAT) and brown adipose tissue (BAT). Cold exposure was shown to increase RETSAT protein in BAT but its relevance for non-shivering thermogenesis, a process with beneficial effects on metabolic health, is unknown.

**Methods:**

We analyzed the regulation of RetSat expression in white and brown adipocytes and different murine adipose tissue depots upon β-adrenergic stimulation and cold exposure. RetSat function during the differentiation and β-adrenergic stimulation of brown adipocytes was dissected by loss-of-function experiments. Mice with BAT-specific deletion of RetSat were generated and exposed to cold. Gene expression in human WAT was analyzed and the effect of RetSat depletion on adipocyte lipolysis investigated.

**Results:**

We show that cold exposure induces RetSat expression in both WAT and BAT of mice via β-adrenergic signaling. In brown adipocytes, RetSat has minor effects on differentiation but is required for maximal thermogenic gene and protein expression upon β-adrenergic stimulation and mitochondrial respiration. In mice, BAT-specific deletion of RetSat impaired acute but not long-term adaptation to cold exposure. RetSat expression in subcutaneous WAT of humans correlates with the expression of genes related to mitochondrial function. Mechanistically, we found that RetSat depletion impaired β-agonist-induced lipolysis, a major regulator of thermogenic gene expression in adipocytes.

**Conclusions:**

Thus, RetSat expression is under β-adrenergic control and determines thermogenic capacity of brown adipocytes and acute cold tolerance in mice. Modulating RetSat activity may allow for therapeutic interventions towards pathologies with inadequate metabolic activity.

## Highlights

• Adipose RetSat expression is induced by β-adrenergic signaling and cold exposure.
• Loss of RetSat in brown adipocytes reduces thermogenic gene expression.
• Mice lacking RetSat in BAT have impaired acute cold tolerance.
• RetSat depletion in brown and white adipocytes interferes with lipolysis.

## Abbreviations

Abhd5: α/β hydrolase domain containing 5
Adrb3: adrenoreceptor beta 3
Atgl: adipose triglyceride lipase
BAT: brown adipose tissue
β3A: β3 adrenergic receptor agonist
βA: β adrenergic receptor agonist
Cebpb: CCAAT-enhancer-binding protein β
ChREBP: carbohydrate response element binding protein
Cidea: cell death inducing DFFA like effector A
Cox7a1: cytochrome c oxidase subunit 7a1
DCF: 2′,7′-dichloro-dihydrofluorescein-diacetate
Elovl3: elongation of very long chain fatty acids protein 3
ER: endoplasmic reticulum
Fabp4: fatty acid binding protein 4
FDR: false discovery rate
GO: Gene Ontology
H2O2: hydrogen peroxide
HFD: high-fat diet
HSP: heat shock protein
iBAT: interscapular brown adipose tissue
ingWAT: inguinal white adipose tissue
KEGG: Kyoto Encyclopedia of Genes and Genomes
NC: normal chow
NEFA: non-esterified fatty acids
OCR: oxygen consumption rate
pgWAT: perigonadal white adipose tissue
Pparg2: peroxisome proliferator-activated receptor gamma 2
PPARγ: peroxisome proliferator-activated receptor γ
PPRE: PPAR response element
Prdm16: PR domain containing 16
RA: retinoic acid
RAR: retinoic acid receptors
RetSat: Retinol Saturase
RNAseq: RNA sequencing
ROS: reactive oxygen species
subqWAT: subcutaneous white adipose tissue
tert-BH: tert-butyl hydroperoxide
TZD: thiazolidinedione
Ucp1: uncoupling protein 1
UPR: unfolded protein response
WAT: white adipose tissue

## 1 Introduction

Retinol saturase (RetSat) is an endoplasmic reticulum (ER) membrane-associated oxidoreductase that can reduce retinol to 13,14-dihydroretinol [1,2] in a stereospecific manner [3]. RetSat contains an N-terminal signal peptide for ER localization and a dinucleotide binding motif for NAD(P)/FAD, which is essential for its enzymatic activity [2]. RetSat expression is detectable in many tissues and cell types, but shows particularly high expression in metabolically active organs like liver, adipose tissue, intestine, and kidney. In humans, the tissue with highest RetSat expression is adipose tissue and studies in mice showed that it localizes predominantly to the adipocyte fraction of this tissue [2].

During differentiation of white adipocytes, RetSat expression is robustly induced, mediated by the master regulator of adipogenesis, peroxisome proliferator-activated receptor γ (PPARγ) [4] via a PPAR response element (PPRE) within the first intron of the *RetSat* gene [2]. Consistently, PPARγ activation by synthetic thiazolidinedione (TZD) agonists or its depletion by siRNA increases or decreases RetSat expression in adipocytes, respectively, rendering RetSat a canonical PPARγ target gene [2]. Notably, ample RetSat expression in liver and its induction during fasting is driven by the hepatic isoform PPARα [5].

Functionally, RetSat enhances white adipocyte differentiation *in vitro* since its depletion in precursor cells impaired their adipocytic conversion. Accordingly, overexpression of wildtype-, but not of enzymatically inactive RetSat mutants, increased differentiation, suggesting that its oxidoreductase activity is required for promoting adipogenesis [2]. RetSat overexpression associated with increased activity of PPARγ during differentiation, which may be due to the finding that RetSat functions as upstream activator of the lipogenic transcription factor and glucose sensor carbohydrate response element binding protein (ChREBP) [6]. Indeed, ChREBP-driven *de novo* lipogenesis can activate PPARγ and enhance adipocyte differentiation, presumably via increased synthesis of PPARγ-activating lipids [7]. Supplementing its putative product, 13,14-dihydroretinol, to RetSat depleted cells surprisingly failed to rescue adipocyte differentiation or reduced expression of ChREBP target genes in primary hepatocytes, suggesting that RetSat fulfills other enzymatic reactions than dihydroretinol synthesis in these cell types [2,6]. Nevertheless, RetSat may consume cellular retinol, thereby lowering substrate availability for retinoic acid (RA) synthesis or increase dihydroretinoid levels, which are less potent activators of retinoic acid receptors (RAR) than their 13,14 non-saturated retinoid counterparts [8]. Retinol depletion by RetSat was proposed to mediate its pro-ferroptotic activity in cancer cells [9]. In fact, RetSat confers sensitivity to peroxide (H_2_O_2_) exposure in many cell types and its loss-of-function enhances cell survival of peroxide-challenged cells by lowering reactive oxygen species (ROS) production [[10], [11], [12]]. Besides retinol, no other substrates for mammalian RetSat have been identified [13]. However, zebra finch RetSat can reduce a double bond of an apocarotene derivative to produce dihydrogalloxanthin, allowing for spectral fine tuning of the avian retina [14].

In contrast to its role in adipocyte differentiation, mice that lack RetSat show increased body weight and adiposity [12,15], providing evidence that although relevant for adipocyte differentiation *in vitro*, RetSat is not required for *in vivo* adipogenesis. Since body weight and fat mass are determined by many factors, the contribution of adipocyte-expressed RetSat to this phenotype is currently unknown. However, obesity in humans and mice, irrespective of diet-induced or genetic, associates with reduced RetSat expression in white adipose tissue (WAT), implying additional functions in adipose tissue [2] and underlining the earlier reported highly dynamic expression of RetSat in conditions related to type 2 diabetes and insulin resistance as the top differentially-regulated gene [16].

Lipolysis mobilizes triglyceride stores in adipocytes for the release of fatty acids and glycerol [17]. Whereas white adipocytes increase triglyceride hydrolysis especially during fasting, brown adipocytes generate fatty acids primarily upon cold exposure to activate [18] and, depending on the nutritional status [19,20], fuel non-shivering thermogenesis [21,22]. Moreover, lipolysis has been recognized to produce metabolic signals with profound effects on gene expression and function of adipocytes, reaching far beyond the sole generation of substrates for energy or heat production [17,21,23].

A previous study found RETSAT protein abundance in brown adipose tissue (BAT) robustly induced by switching thermoneutrality-acclimated mice at 29 °C–5 °C [24], suggesting relevance of the oxidoreductase for cold adaptation. Specific functions of RetSat in thermogenesis have not been described. We therefore investigated the regulation and function of RetSat in white and brown adipocytes and implicate RetSat in the expression of thermogenic genes and mitochondrial activity. BAT-specific deletion of RetSat in mice impaired acute but not long-term adaptation to cold exposure. In humans, *RetSat* mRNA in subcutaneous (subq) WAT correlates with the expression of genes related to mitochondrial function. We found that RetSat depletion impaired β-adrenergic agonist (βA)-induced lipolysis, which was identified previously as major regulator of thermogenic gene expression in adipocytes [21,23,[25], [26], [27]]. We conclude that RetSat regulates the thermogenic capacity of adipocytes and may allow for novel interventions towards pathologies with inadequate metabolic activity.

## 2 Material and methods

### 2.1 Culturing, differentiation, and treatment of precursor cell lines

Murine iBACs [28] and 3T3-L1 cells [29] were cultured and differentiated as previously described [30]. Suboptimal differentiation of iBACs for evaluating the effects depletion or overexpression of RetSat was induced by the standard hormone cocktail lacking the pharmacological PPARγ activator pioglitazone. Gene silencing was performed by electroporation (Nucleofactor, Lonza) of siRNA oligonucleotides (Eurogentec) (Supplemental Table S1) as before [31], after detaching precursor cells with trypsin or adipocytes with 4× trypsin plus 0.5 mg/ml collagenase P (Roche). Retroviral overexpression of RetSat in precursor cells and Oil Red O staining of adipocytes were carried out as described elsewhere [32]. Cells were incubated with isoproterenol at 10 μM or 1 mM of dibutyryl-cAMP as indicated, supplementing control cells with the respective vehicle solvents. ROS were visualized after loading adipocytes for 20 min with 20 μM of 2′,7′-dichlorodihydrofluorescein-diacetate (DCF) in DMEM containing 2% of fetal bovine serum and with or without a subsequent 40 min exposure to 200 μM of *tert*-butyl hydroperoxide (tert-BH) in serum-free DMEM. ROS fluorescence intensity was analyzed by ImageJ [33]. Glycerol and NEFA concentrations in serum and cell supernatant were determined by commercially available kits (free glycerol reagent Sigma F6428 and NEFA-HR (2) Assay, Wako). Glycerol and NEFA release of cells was normalized to cell number.

### 2.2 Isolation, culturing, differentiation, and treatment of primary brown preadipocytes

Interscapular BAT of newborn mice was excised, minced, and digested with 2 mg/ml collagenase II (Worthington Industries) for 30 min and filtered through a 250 μM nylon mesh. After centrifugation at 300*g* for 10 min, the pelleted stromal vascular fraction was resuspended and seeded in cell culture plates for expansion and subsequent differentiation by using the standard hormone cocktail, supplemented with 5 μM of pioglitazone. Brown adipocytes derived from mice with floxed *RetSat* alleles were infected with adenoviruses expressing Cre-recombinase or GFP [2] using 0.5 μg/ml polylysine in DMEM supplemented with 0.5% bovine serum albumin overnight [34].

### 2.3 Mitochondrial oxygen consumption

RetSat loss-of-function in primary brown adipocytes was induced via adenoviral Cre expression. Adipocytes were analyzed 96 h after inducing RetSat deletion according to the standard Seahorse XF analyzer protocol. Oxygen consumption was normalized to DAPI fluorescence of cellular DNA [35].

### 2.4 Mouse model and characterization

Animal procedures were in accordance with institutional guidelines and approved by the corresponding authorities of the LAGeSo Berlin, protocol number G 0130/17. All lines were backcrossed to C57BL/6J and kept on a standard 12 h light/dark rhythm. Generation of mice with floxed *RetSat* alleles is described elsewhere [36]. Mice were crossed with mice expressing Cre recombinase under the control of the *Ucp1* promoter [37], genotyping primers of genomic DNA isolated from ear biopsies are listed in Supplemental Table S2. Mice were fed normal chow (ssniff R/M-H, V1534-300, Soest, Germany). Obesity was induced by feeding D12492 with 60% kcal/fat (4 IU/g vitamin A, Research Diets, USA). For comparing obese mice to normal chow-fed mice, D12450B with 10% kcal/fat (4 IU/g vitamin A, Research Diets, USA) was used. Single-housed mice were exposed to 4 °C for indicated times in a climate chamber and core body temperature was monitored by a rectal probe. Adipose tissue activation was induced by injecting mice intraperitoneally with 1 mg/kg CL316,243 (Sigma) for 10 consecutive days. Body composition was assessed by NMR (Bruker Minispec Live Mice Analyzer LF50). Intraperitoneal glucose and insulin tolerance tests were performed as described previously [6,38]. Blood glucose was determined by commercial test stripes and a blood drop derived from the tail vein (Contour, Ascensia Diabetes Care). Mice were sacrificed and serum and organs kept for further analyses, adipose tissue depots were excised and weighted.

### 2.5 Isolation and analysis of mRNA expression by quantitative PCR (qPCR) and RNA profiling

Total RNA of mouse tissues or cells was isolated by a standard spin column kit (PeqGOLD total RNA kit, VWR). cDNA was synthesized by using M-MLV (Promega). qPCRs were performed using Sybrgreen PCR Mastermix (Eurogentec) and evaluated by using standard curves. All mRNA expression data were normalized to the expression of murine *Rplp0* or *18s*. qPCR primer sequences are listed in Supplemental Table S2. RNA sequencing (RNAseq) and data processing were carried out by the Berlin Institute of Health genomics core facility, Charité Berlin. In short, interscapular BAT total RNA was DNAse digested and concentrated using the Clean & Concentrator kit (Zymo Research). RNA integrity was evaluated by the RNA ScreenTape system (Agilent). Poly(A) selection was applied to capture mRNA for further processing. Library preparation was carried out with the NEBNext Ultra II RNA library prep kit and module (New England Biolabs). Sequencing was done on a NovaSeq 6000 system by a paired-end approach (2 × 51 cycles). Differentially expressed genes with Ensembl annotation, gene symbol, log2 FC, P-value, and false discovery rate (FDR) were identified using the DESeq2 package and corrected for multiple testing using the Benjamini-Hochberg procedure using default parameters. KEGG pathway and gene ontology enrichment was analyzed by DAVID [39].

### 2.6 Protein isolation and analysis

Whole tissue or cell proteins were isolated and homogenized by standard methods and analyzed by SDS-PAGE as described previously [40]. Protein concentrations were determined by the BCA method (Thermo Scientific). After incubation of membranes with primary antibodies, secondary horseradish-conjugated goat antibodies were added (Supplemental Table S3) and a chemiluminescent substrate kit (Thermo Scientific) used for detection. Densitometric analyses were performed by ImageJ [33].

### 2.7 Tissue histology

Interscapular BAT was fixed with formalin overnight, dehydrated, and embedded in paraffin. Sections of 5 μm were deparaffinized, rehydrated, and stained by hematoxylin and eosin (H&E) using a standard protocol.

### 2.8 BAT lipid peroxidation

Lipid peroxidation in iBAT was determined by the reaction of tissue malondialdehyde (MDA) with thiobarbituric acid for 1 h at 95 °C and the colorimetric analysis of the formed adducts by using a commercially available kit (MAK085, Sigma–Aldrich).

### 2.9 Human adipose tissue biopsies

Patient characteristics, ethical approval, and biopsy sample processing and analysis were described previously [41].

### 2.10 Statistics

Sample sizes in mouse experiments and number of replicates in cell culture experiments were based on previous experience with similar studies but not predetermined. Animals were randomized into vehicle or treatment groups. During mouse characterization, the operator was blinded regarding the mouse genotype. Reported replicates for *in vitro* cell culture experiments are technical replicates. Statistical significance was evaluated with two-tailed unpaired t-tests for two group comparison or with ANOVA for data with more than two groups. Post hoc Sidak and Dunnet tests were performed for multiple-group comparison if ANOVA reached statistical significance as appropriate and *P* < 0.05 was deemed significant. Data are expressed as mean ± SEM. Data analysis was not masked. Outlier calculation was performed for gene expression in mouse tissues using the Grubbs' test using GraphPad Prism 7 (Dotmatics).

## 3 Results

### 3.1 RetSat is highly expressed in brown adipose tissue and induced by cold exposure, β-adrenergic signaling, and feeding high-fat diet

Murine *RetSat* mRNA expression is higher in BAT than in WAT and only surpassed by liver, the organ with highest *RetSat* expression in mice (Supplemental Fig. S1). RETSAT protein abundance was also slightly higher in interscapular (i) BAT than in perigonadal (pg) WAT, but lower than in liver (Figure 1A). Housing mice for 5 days at 4 °C led to the expected increase in uncoupling protein 1 (*Ucp1*) expression in iBAT (Figure 1B, left panel). Similarly, expression of *RetSat* mRNA was markedly induced (Figure 1B, right panel). Hence, we conclude that the previously observed increase in RETSAT protein abundance upon cold exposure [24] is most likely due to increased transcription rather than enhanced RETSAT protein stability. Furthermore, and again mirroring expression of *Ucp1*, we detected cold-inducibility of *RetSat* mRNA also in inguinal (ing) WAT (Figure 1B), implying that the oxidoreductase may be involved in the adaptation of both BAT and WAT depots to cold. We next investigated whether β-adrenergic signaling, known to be pivotal for mediating cold adaptation of adipose tissue [42], may cause upregulation of RetSat. Indeed, daily injections of a specific β_3_-agonist (β3A) for 10 consecutive days induced *RetSat* mRNA and protein in all adipose tissue depots analyzed (Figure 1C,D). This induction appears to be adipocyte-autonomous, since the pan-βA isoproterenol induced *RetSat* mRNA expression in both primary white and brown adipocytes and differentiated 3T3-L1 [29] and differentiated SV40-immortalized brown adipogenic cells (iBACs) [28] (Figure 1E) when stimulated for 24–48 h. Interestingly, short βA incubation periods for 4 h resulted in reduced *RetSat* mRNA expression (Supplemental Fig. S2), indicating exposure time-dependent differences in the regulation of *RetSat* mRNA by βA. Finally, we tested whether diet-induced obesity upon feeding high-fat diet (HFD) regulates *RetSat* expression in iBAT. HFD-fed mice were heavier (50.3 ± 0.6 g vs. 36.7 ± 0.8 g body weight of normal chow (NC)-fed mice, *P* < 0.05) and showed increased expression of *Ucp1* and ‘adrenoreceptor beta 3’ (*Adrb3*) (Figure 1F), consistent with the notion of diet-induced thermogenesis [43,44]. Moreover, we found that expression of *RetSat* in iBAT was higher in obese mice (Figure 1F). Taken together, RetSat is robustly expressed in iBAT and transcriptionally induced by cold and feeding HFD, presumably via β-adrenergic signaling.

**Figure 1:**
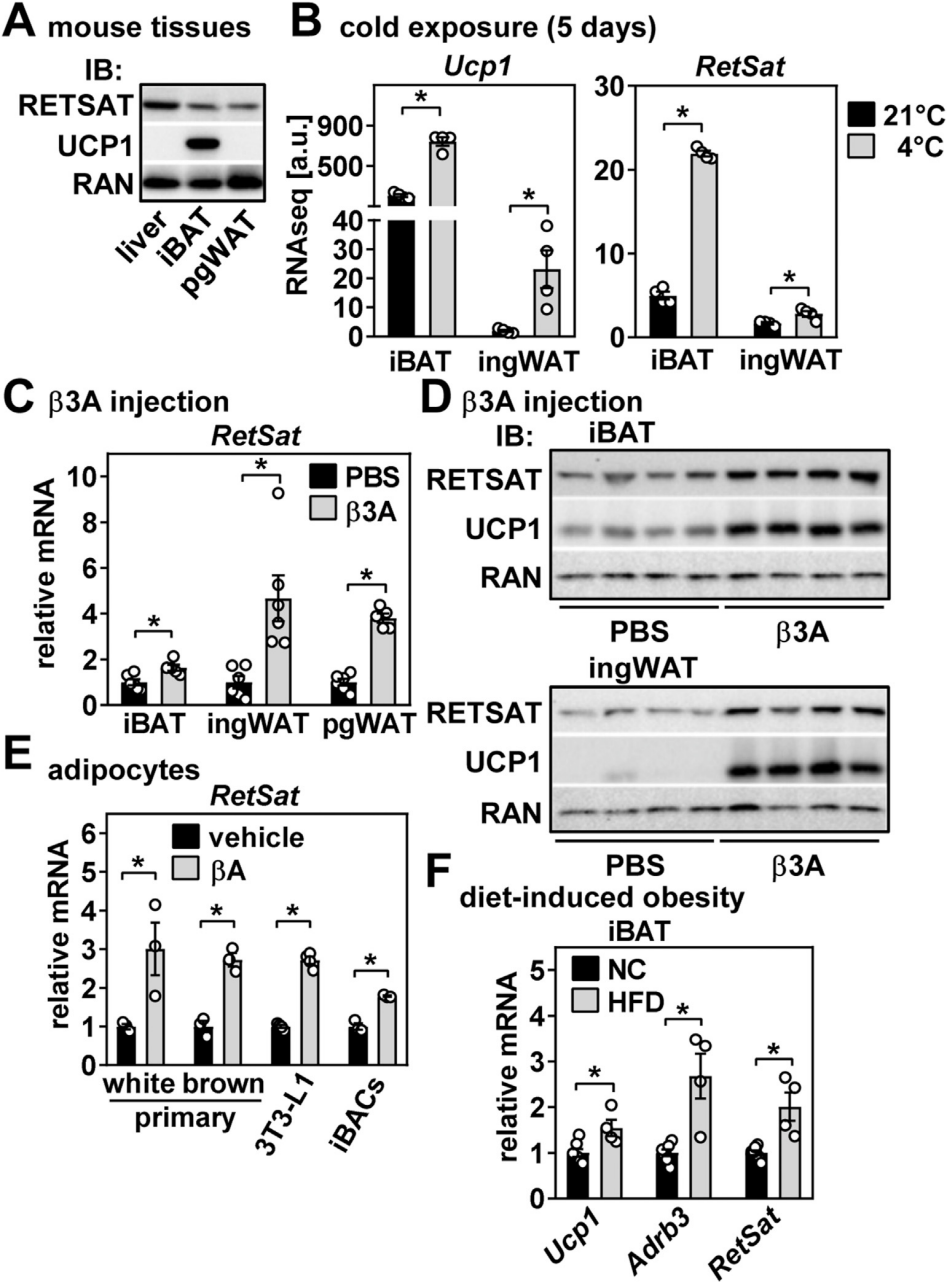
**RetSat is highly expressed in brown adipose tissue and induced by cold exposure, β-adrenergic stimulation, and feeding high-fat diet in mice.** A) Expression of RETSAT and UCP1 in murine liver, interscapular brown adipose tissue (iBAT), and perigonadal white adipose tissue (pgWAT) was analyzed by immunoblotting. RAN protein served as loading control. B) Male mice were exposed to 21 or 4 °C for 5 days and mRNA expression of *Ucp1* and *RetSat* in iBAT and inguinal wgite adipose tissue (ingWAT) determined. C) Male mice were injected with the β3-adrenergic receptor agonist CL-316,243 for 10 consecutive days mRNA expression of *RetSat* and D) protein expression of RETSAT and UCP1 determined. RAN protein served as loading control. E) Differentiated primary white and brown adipocytes were incubated the pan-β-adrenergic receptor agonist isoproterenol for 24 (primary adipocytes, 3T3-L1) or 48 h (immortalized brown adipogenic cells (iBACs)) and mRNA expression of *RetSat* determined by qPCR. F) Expression of indicated genes in iBAT of mice fed for 22 weeks normal chow (NC) or high-fat diet (HFD) was determined by qPCR. In B) (n = 4,4), C) (n = 6,6), E) (all n = 3,3), and F) (n = 7,4), data are presented as individual data points and mean ± sem, ∗*P* < 0.05.

### 3.2 RetSat is upregulated during brown adipocyte differentiation and slightly enhances adipogenesis

RetSat is upregulated during differentiation of murine 3T3-L1 and human Simpson-Golabi-Behmel syndrome-derived precursor cells [2,15], both adipocytes that show predominantly white characteristics [29,45]. During the differentiation of cultured brown precursor cells, we observed a similar upregulation of RetSat protein (Figure 2A) and mRNA (Figure 2B). Overall expression of RetSat was robust and, extrapolated from gene-specific qPCR C_t_ values and especially in undifferentiated cells, higher than that of more specific adipocyte (*Pparg2*) or brown (*Ucp1*) marker genes (Figure 2A,B). Depletion of RetSat by electroporating two different siRNAs in undifferentiated iBACs (Figure 2C) had little effect on adipocytic conversion, when using a suboptimal differentiation cocktail that lacks the PPARγ activator pioglitazone and that elicits ∼50% differentiation of siControl-treated cells, when assessed by phase contrast microscopy (Figure 2D) and mRNA expression of the differentiation markers *Pparg2* and fatty acid binding protein 4 (*Fabp4*) (Figure 2E). However, both brown marker genes *Ucp1* and ‘elongation of very long chain fatty acids protein 3’ (*Elovl3*) were expressed at lower levels after differentiation of RetSat-depleted cells (Figure 2E). Retroviral RetSat overexpression (Figure 2F), known to promote differentiation of 3T3-L1 precursors cells [2], also led to enhanced differentiation of iBACs (Figure 2G, **top**) and consistently higher expression of differentiation and brown adipocyte marker genes (Figure 2H, left panel). However, increasing the strength of the differentiation cocktail by adding pioglitazone blunted the enhancing effect of overexpressed RetSat on differentiation (Figure 2G, bottom and Figure 2H, right panel), in accordance with findings from differentiating 3T3-L1 cells [2]. Thus, RetSat is induced during the differentiation of brown adipocytes and enhances differentiation, at least in the absence of pharmacological PPARγ activation.

**Figure 2:**
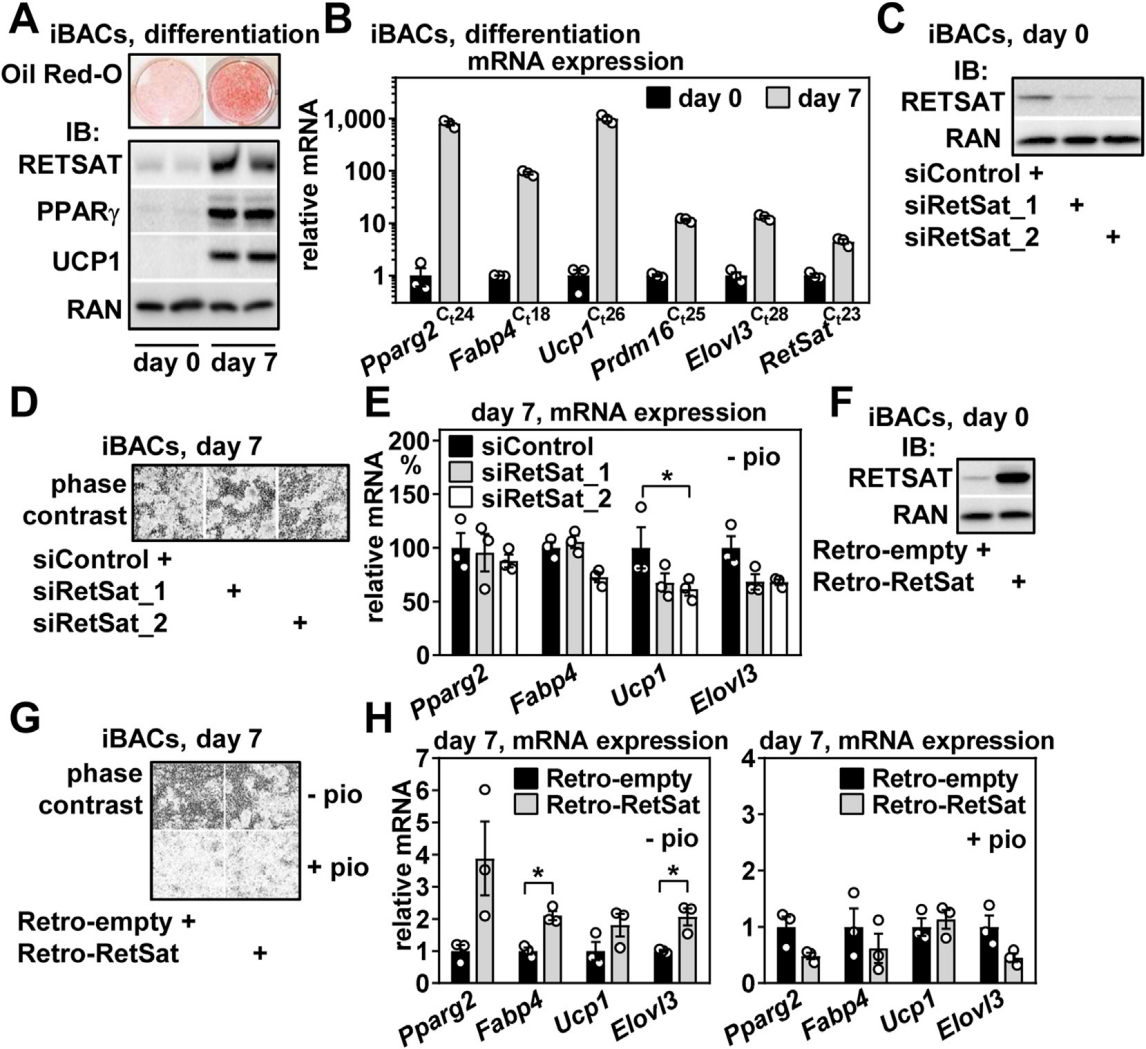
**RetSat is upregulated during brown adipocyte differentiation and slightly enhances adipogenesis.** Immortalized brown adipogenic cells (iBACs) were analyzed for A) intracellular lipids by Oil Red-O staining (top panel) and protein expression of RETSAT, PPARγ, and UCP1 before (day 0) and after (day 7) differentiation (bottom panel). RAN protein served as loading control. B) Cells described in A) were analyzed for mRNA expression of the indicated genes. C_t_ values reflect expression strength in brown adipocytes (lower C_t_ = higher expression). C) Undifferentiated iBACs were electroporated with indicated siRNAs and protein expression of RETSAT analyzed, RAN protein served as loading control. Cells were differentiated and adipocytic conversion assessed by D) phase contrast microscopy and E) mRNA expression of the indicated genes. F) Undifferentiated iBACs were infected with empty or RetSat-encoding retroviruses and protein expression of RETSAT analyzed, RAN protein served as loading control. Cells were differentiated in the absence (-pio) or presence (+pio) of the PPARγ agonist pioglitazone and adipocytic conversion assessed by G) phase contrast microscopy and H) mRNA expression of the indicated genes. In B) (n = 3,3), E) (n = 3,3,3), and H) (n = 3,3), data are presented as individual data points and mean ± sem, ∗*P* < 0.05.

### 3.3 RetSat is required for the maximal induction of thermogenic gene expression and respiration of brown adipocytes

Reduced expression of thermogenic genes despite comparable differentiation of RetSat-depleted iBAC precursors (Figure 2E) prompted further analysis of RetSat's function in mature brown adipocytes. RetSat knockdown by the two different siRNAs had little effect on *Pparg2* mRNA expression but downregulated all analyzed genes related to brown adipogenesis and thermogenesis, including ‘cell death inducing DFFA like effector A’ (*Cidea*) and ‘adrenoreceptor beta 3’(*Adrb3*) (Figure 3A). Furthermore, induction of *Ucp1* mRNA expression by a 4-hour treatment with isoproterenol was markedly blunted in RetSat-depleted adipocytes (Supplemental Fig. S3A) and reflected in decreased UCP1 protein levels (Supplemental Fig. S3B and its densitometric analysis in S3C). Lower UCP1 protein expression was sustained after long-term depletion of RetSat, analyzed at 7 days instead of 72 h after the electroporation of siRNA in mature brown adipocytes (Supplemental Fig. S3D), arguing against a short-term and transient effect of RetSat depletion on thermogenic gene expression. Expression of cytochrome c oxidase subunit 7a1 (*Cox7a1*), another cold-inducible brown adipocyte marker [46,47] and part of complex IV of the mitochondrial respiratory chain, was also reduced by RetSat depletion in mature brown adipocytes (Figure 3B). Notably, retroviral overexpression of RetSat in undifferentiated iBACs, which does not affect pioglitazone-driven differentiation (Figure 2H, right panel), also did not affect thermogenic gene expression (Supplemental Fig. S4A) or UCP1 protein induction by isoproterenol in mature brown adipocytes (Supplemental Fig. S4B). This was despite validating RetSat overexpression in brown adipocytes as being functional, evidenced by the known increase in ROS production upon peroxide exposure [12] (Supplemental Fig. S4C and its densitometric analysis in S3D), suggesting that RetSat is required but not sufficient to drive adequate thermogenic gene and protein expression in these cells.

**Figure 3:**
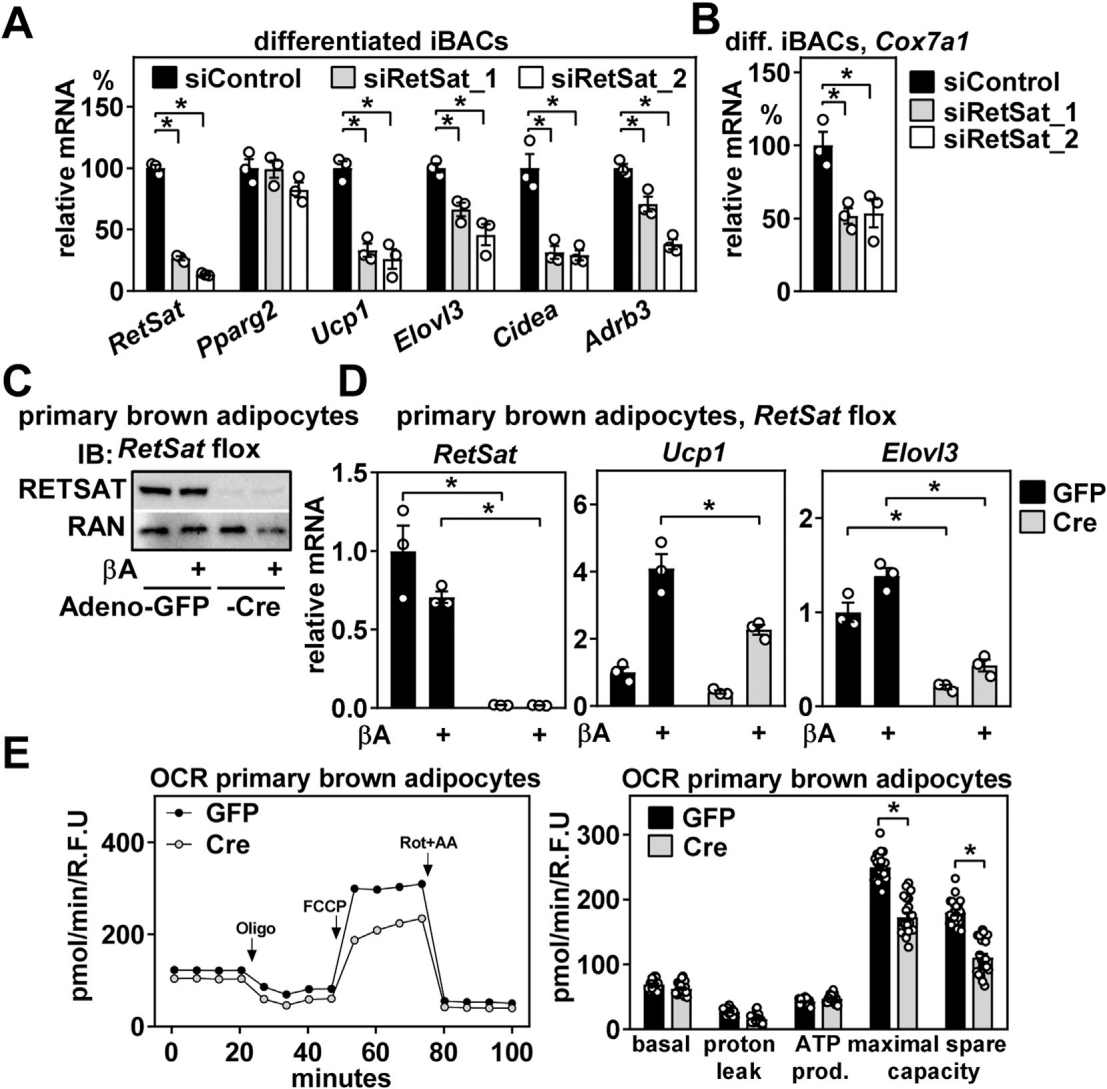
**RetSat is required for the maximal induction of thermogenic gene expression and respiration of brown adipocytes.** A) Differentiated immortalized brown adipogenic cells (iBACs) were electroporated with indicated siRNAs and mRNA expression of *RetSat*, *Pparg2*, and thermogenic genes determined by qPCR. B) *Cox7a1* mRNA expression in iBACs described in A) was analyzed by qPCR. Differentiated primary brown adipocytes with floxed *RetSat* alleles were infected with adenoviruses expressing Cre recombinase or GFP. 4 days later, adipocytes were incubated with 10 μM βA for 4 h and C) protein expression of RETSAT determined by immunobloting, RAN served as loading control. D) mRNA expression of *RetSat*, *Ucp1*, and *Elovl3* was analyzed by qPCR. E) Oxygen consumption rate (OCR) of primary brown adipocytes with or without *RetSat* deletion was analyzed by Seahorse XF Analyzer (left panel) and evaluated stage-specifically (right panel). In A), B), D) (all n = 3,3,3,3), and E) (n = 21,21), data are presented as individual data points and mean ± sem, ∗*P* < 0.05.

We next analyzed RetSat's function in *in vitro*-differentiated primary brown adipocytes derived from mice with floxed *RetSat* alleles, where exons 2 and 3, encoding the dinucleotide-binding motif essential for its enzymatic activity [2], are flanked by loxP sites [36]. Adenoviral expression of Cre recombinase in differentiated brown adipocytes efficiently deleted RETSAT protein expression (Figure 3C). Similar to our observations in differentiatied iBACs, RetSat deletion reduced expression and isoproterenol-inducibility of *Ucp1* and *Elovl3* mRNA in differentiated primary brown adipocytes (Figure 3D). Moreover, RetSat deletion reduced oxygen consumption rate (OCR) of primary brown adipocytes and providing evidence for impaired mitochondrial function (Figure 3E, left and right panel).

### 3.4 RetSat deletion in BAT impairs acute cold tolerance of mice

To dissect RetSat's function in BAT *in vivo*, we crossed mice with floxed RetSat alleles [36] with mice that express Cre under the control of the *Ucp1* promoter [37]. Cre-driven recombination efficiently deleted RETSAT protein in iBAT (Figure 4A), but not in ing/pgWAT or liver (Supplemental Figs. S5A–C). Residual RETSAT expression in iBAT upon recombination likely reflects its expression in *Ucp1*-negative cells present in this tissue. Mice were born at the expected Mendelian ratio and appeared indistinguishable from their control littermates (data not shown). Surprisingly, and in contrast to RetSat depletion in brown adipocytes, there was no discernible difference in UCP1 protein abundance in iBAT between Cre negative (Cre-) and Cre positive (Cre+) mice (Figure 4A) kept at 21 °C. iBAT morphology, both basally or upon activation by repeated β3A injections, also appeared comparable (Figure 4B and Supplemental Fig. S6). Thermogenic gene expression in iBAT, body weights, food intake, and relative fat depot mass did not differ between Cre- and Cre+ mice (Figure 4C–F). However, exposing single-housed mice to 4 °C showed a significant, but transient cold intolerance of Cre+ mice, presenting itself with lower core body temperatures before and during early time points that disappeared after 3 h (Figure 4G). During longer exposure to 4 °C for up to 14 days, Cre+ mice maintained their body temperature similarly well as Cre-mice (Supplemental Fig. S7). We conclude that *Ucp1*-Cre driven deletion of RetSat does not result in major differences in morphology or thermogenic gene expression of iBAT, but leads to a transient intolerance during an acute cold challenge that appears to be compensated at later time points. Thus, RetSat is involved in the immediate cold response of BAT but less relevant for the long-term adaptations to cold. Regarding glucose metabolism, *Ucp1*-Cre driven deletion of RetSat had no effect on blood glucose concentrations in *ad libitum*-fed mice but increased blood glucose levels in mice fasted for 16 h (Supplemental Fig. S8).

**Figure 4:**
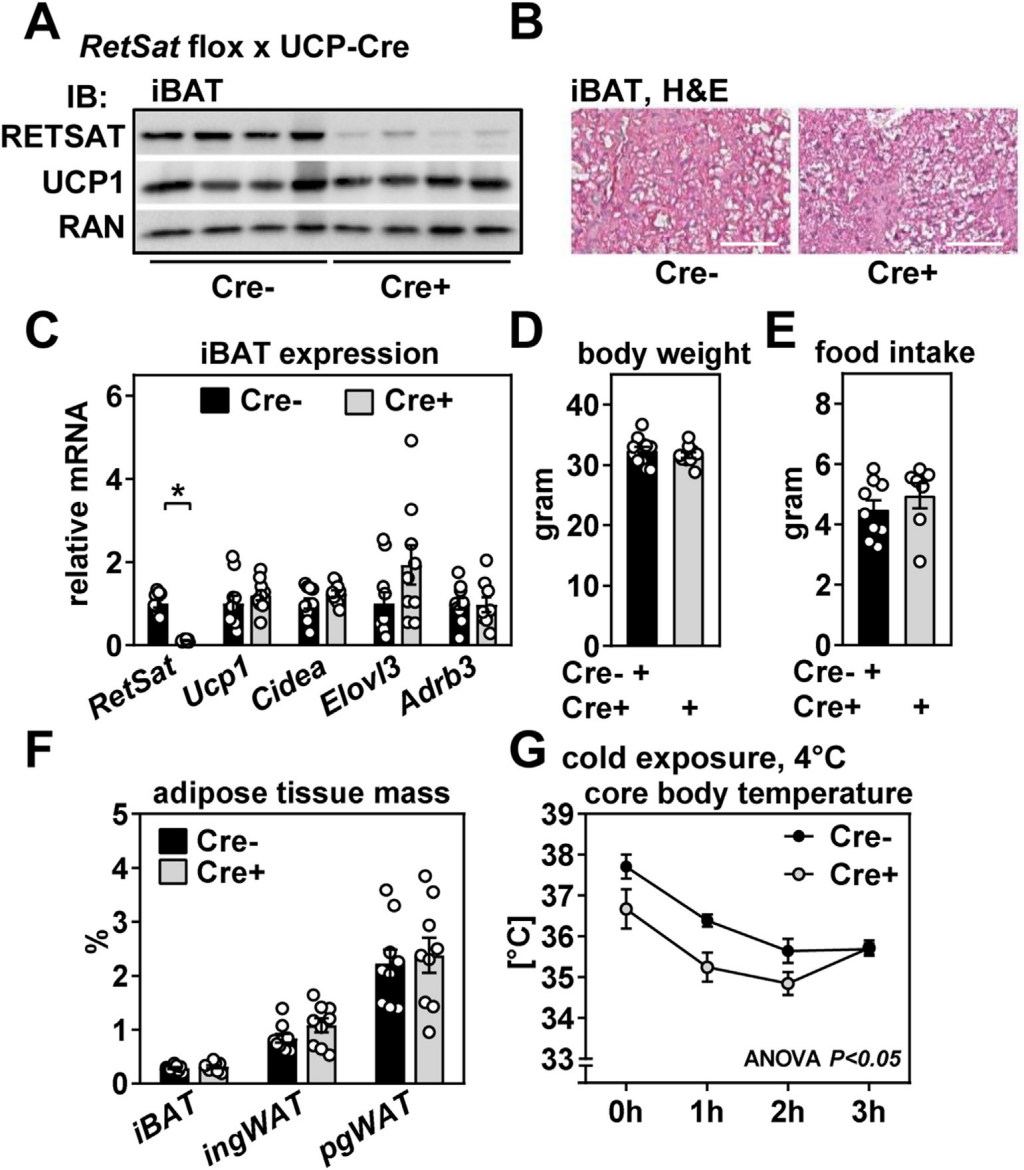
**RetSat deletion in brown adipose tissue of mice impairs acute cold tolerance.** A) Protein expression of RETSAT and UCP1 in interscapular brown adipose tissue (iBAT) of 3 months old, male mice of the indicated genotypes was determined by immunoblotting, RAN served as loading control. B) iBAT morphology of Cre- and Cre+ mice was analyzed by hematoxylin & eosin staining (H&E, scale bar = 50 μm). C) mRNA expression of indicated genes in mice described in A) was determined by qPCR. D) Body weights and E) 24 h food intake of mice described in A). F) Relative adipose tissue mass of iBAT and inguinal/perigonadal white adipose tissue (ing/pgWAT) in Cre- and Cre+ mice. G) Cre- and Cre+ mice were exposed to 4 °C and core body temperature determined by a rectal probe at indicated time points (n = 9,7). In C) (n = 10,10), D) (n = 11,10), E) (n = 9,7), and F) (n = 9,9), data are presented as individual data points and mean ± sem, ∗*P* < 0.05.

Challenging male mice with HFD for 12 weeks did not induce differences in body weight, weight gain, body composition, or relative fat depot mass between Cre- and Cre+ mice (Supplemental Figs. S9A–C). In accordance, glucose tolerance was slightly impaired in Cre+ mice (Supplemental Fig. S9D, left and right panel) whereas an insulin injection lowered blood glucose concentrations to a similar extent in both genotypes (Supplemental Fig. S9E, left and right panel). However, after a 16-hour fast, Cre+ mice showed elevated blood glucose levels (Supplemental Fig. S9F). iBAT ROS levels, analyzed by determining tissue malondialdehyde (MDA) content, were not affected by RetSat deletion in both NC-and HFD-fed mice (Supplemental Figs. S10A and S10B). Taken together, BAT-specific deletion of RetSat in mice does not elicit a major metabolic phenotype, even when fed HFD, except a mild impairment of glucose homeostasis with increased blood glucose upon fasting.

### 3.5 RetSat deletion in BAT downregulates expression of mitochondrially encoded genes

Transcriptional consequences of RetSat deletion in iBAT were analyzed by RNA sequencing (RNAseq) and yielded 304 differentially expressed genes (FDR<5%) (Figure 5A). 

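RNA of iBAT from 5 Cre- and 5 Cre+ mice with floxed RetSat alleles was sequenced after poly(A) selection. The paper gives an age of 3 months for mice of these genotypes, and the sample labels give 12 to 14 weeks. For RNA isolation the labels name an RNeasy kit and the paper's methods a PeqGOLD kit. According to the submitters' processing notes, the authors trimmed the reads with Trimmomatic, aligned them with STAR to GRCm39 and counted them per gene with featureCounts 2.0.1. The annotation named in the files is GENCODE M28. Each mate of a read pair was counted by itself, strand was not used, and reads that aligned to several places were not counted, so values of genes that overlap or have near-identical copies are uncertain. The total count per mouse ranged from 91903095 to 132499312 (median 118265192) in Cre- mice and from 96991071 to 110293494 (median 104642160) in Cre+ mice. From these counts, CPM normalized by TMM and log2 fold changes of Cre+ against Cre- mice were computed here. Of 55414 genes, 17690 passed edgeR's filter on low counts and were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In simulated data of the same means and library sizes with 200 of 17690 genes changed, this test recovered 38% of genes changed by 0.5 and 87% of genes changed by 1 on the log2 scale.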

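RetSat, the gene deleted in these mice, had 185 ± 42.3 CPM (SD, n = 5) in Cre- mice and 23.9 ± 8.63 CPM (SD, n = 5) in Cre+ mice. Its log2 fold change was -2.95 (SE 0.24, adjusted p = 0.00402 from edgeR's quasi-likelihood test), and every Cre+ mouse (18.0 to 39.0 CPM) lay below every Cre- mouse (151 to 255 CPM). The gene (ENSMUSG00000056666.14) lies on chromosome 6 of GRCm39 from 72575458 to 72585408 and overlaps Gm45053, with which it can share reads. The paper states that exons 2 and 3 of RetSat are floxed, and reads were counted over the whole gene. Transcripts without these exons can therefore add to the counts that remain in Cre+ mice. In all, 23 genes were lower and 6 higher in Cre+ mice at an adjusted p under 0.05 by edgeR. Those that fell included the cytosolic chaperone Hsp90aa1 (log2 fold change -1.09, SE 0.15), its co-chaperone Ahsa2 (-0.84, SE 0.10), the guanine nucleotide exchange factor Rasgrf2 (-0.72, SE 0.11) and the antiproliferative gene Btg1 (-0.63, SE 0.11). The 6 genes that rose were Tbc1d9 (1.23, SE 0.14), Zfp608 (1.21, SE 0.16), Klhl6 (1.13, SE 0.18), the histamine receptor gene Hrh2 (1.09, SE 0.19), the membrane glycoprotein gene Cd200 (0.78, SE 0.12) and Dab2ip (0.59, SE 0.09). Tbc1d9 lies 17418 bp from Ucp1, whose promoter drives Cre in these mice. All 29 genes had groups that did not overlap, as had 473 of the 17690 genes tested (2.67%, against 0.794% by chance). DESeq2 with default parameters called 393 genes, 210 lower and 183 higher, with all 29 among them in the same direction, and limma voom with sample quality weights called 148. Skeletal muscle markers stood out in Cre- replicate 2 and Cre+ replicate 4, and edgeR called 331 genes without Cre+ replicate 4, 289 without both, and 9 to 15 without Cre- replicate 1, 3, 4 or 5 or Cre+ replicate 1 or 5.

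**Figure D1:**
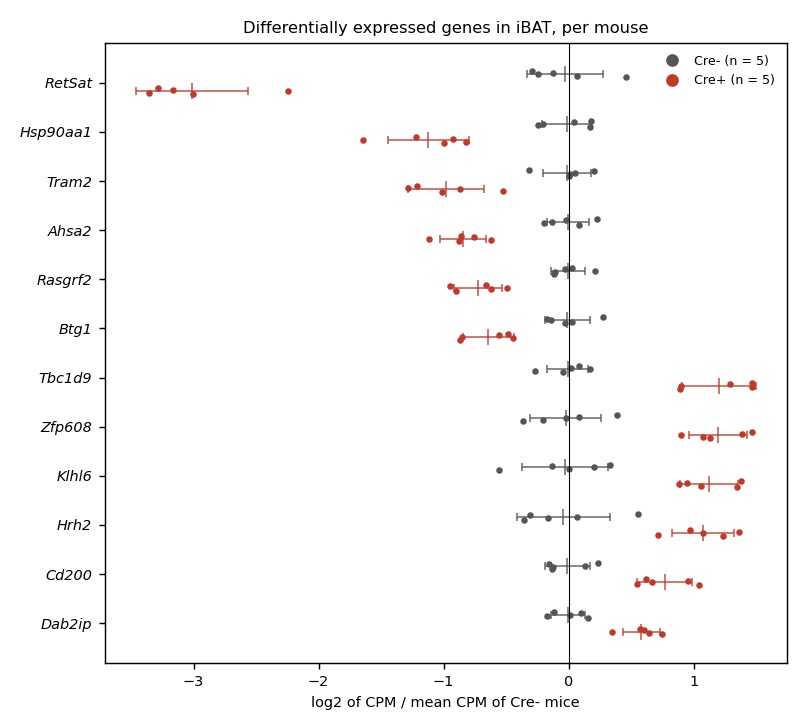
CPM of RetSat and 11 of the other genes called by edgeR, as the log2 ratio to the mean of the Cre- mice. Points are single mice and bars the mean and SD (n = 5 per genotype), and for each gene the Cre+ mice lie on 1 side of the Cre- mice.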

Enriched KEGG pathways among upregulated genes did not reach statistical significance, downregulated genes clustered, among others, to *thermogenesis* and *oxidative phosphorylation* (Figure 5B). 

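Nuclear-encoded subunits of the respiratory complexes and ATP synthase had log2 fold changes from -0.18 to 0.33 in Cre+ mice, with a median of 0.04. Of 78 subunits tested, edgeR called 0 at an adjusted p under 0.05 and 0 when adjusted over the list alone, and DESeq2 called 0. At an unadjusted p under 0.05, 4 were higher and 1 lower. Cox7c, a subunit of cytochrome c oxidase, had a log2 fold change of 0.33 (SE 0.12, adjusted p = 0.282 from edgeR), and the complex I subunit Ndufa10 had -0.18 (SE 0.06, adjusted p = 0.285 from edgeR). Of 28 nuclear genes that transcribe or maintain mitochondrial DNA, 0 were called by edgeR or DESeq2, over all genes and adjusted over the list alone, and 3 were higher and 1 lower at an unadjusted p under 0.05. Polrmt, the mitochondrial RNA polymerase, had 0.32 (SE 0.10, adjusted p = 0.242 from edgeR) and Mterf3, a repressor of mitochondrial transcription, had -0.21 (SE 0.08, adjusted p = 0.274 from edgeR). Among 18 thermogenic and brown adipocyte genes, edgeR and DESeq2 likewise called 0, adjusted over the list alone 0, with 2 higher and 1 lower at an unadjusted p under 0.05 and a median log2 fold change of 0.12. Without Cre- replicate 2 and Cre+ replicate 4, the libraries with the most muscle transcripts, or without Cre+ replicate 4 alone, edgeR called 2 thermogenic genes lower, Ebf2 and Ppara. These lists were written from textbook knowledge and are not the KEGG pathways themselves.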

The largest contributors to both pathways were mitochondrial DNA-encoded genes such as *mt-Nd2*, *mt-Nd4*, *mt-Cytb*, *mt-Co1*, and *mt-Co2*. 

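4 of these genes were among the most abundant transcripts of iBAT. mt-Co1, which encodes a core subunit of cytochrome c oxidase, had 66101 ± 7913 CPM (SD, n = 5) in Cre- mice and 52019 ± 3126 CPM (SD, n = 5) in Cre+ mice, a log2 fold change of -0.35 (SE 0.09, adjusted p = 0.149 from edgeR). mt-Cytb of complex III had 47447 ± 3488 CPM in Cre- and 37727 ± 3272 CPM in Cre+ mice (log2 fold change -0.33, SE 0.08, adjusted p = 0.132 from edgeR). The complex I genes mt-Nd2 and mt-Nd4 had log2 fold changes of -0.38 (SE 0.09, adjusted p = 0.111) and -0.31 (SE 0.08, adjusted p = 0.134), both from edgeR. mt-Co2 had 1.93 ± 0.508 CPM in Cre- and 1.46 ± 0.254 CPM in Cre+ mice (log2 fold change -0.40, SE 0.20, adjusted p = 0.436 from edgeR). DESeq2 called mt-Nd2 (adjusted p = 0.0128), mt-Cytb (adjusted p = 0.0211), mt-Nd4 (adjusted p = 0.0251) and mt-Co1 (adjusted p = 0.0323), with an adjusted p of 0.372 for mt-Co2. A nuclear transcript, that of Gm28661, matches 99.6% of the length of mt-Co2 at 100% identity, and the value of mt-Co2 is uncertain for this reason. mt-Co3, mt-Atp6, mt-Nd3 and mt-Nd4l also had few counts, at most 29.1 CPM in Cre- mice, and a nuclear transcript of at least 99% identity over at least 90% of their length.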

In fact, visualizing all protein-encoding genes of mitochondrial DNA using a heatmap showed a rather consistent pattern of downregulation (Figure 5C). 

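All 13 protein genes of mitochondrial DNA had a negative log2 fold change in Cre+ mice, from -0.56 for mt-Atp6 to -0.21 for mt-Co3, with a median of -0.31, and the log2 fold change of mt-Nd3 was 0.02 without 3 Cre+ libraries with an added letter in their identifier. edgeR called 0 of them over all genes tested, and 8 were lower at an unadjusted p under 0.05 and 8 when adjusted over the list alone. DESeq2 called 5 lower, the fifth being the complex I gene mt-Nd6 (log2 fold change -0.31, SE 0.08, adjusted p = 0.142 from edgeR and 0.0342 from DESeq2). As a list, the 13 genes were lower than other genes by limma's camera (adjusted p = 2.4e-09 over 30 lists at a preset correlation of 0.01), with an adjusted p = 0.156 with an estimated correlation. By fry, which tests whether the genes move on balance in 1 direction, the adjusted p was 0.0183. mt-Atp8, a subunit of ATP synthase, had the fewest counts of the 13 genes, 0.523 ± 0.088 CPM (SD, n = 5) in Cre- and 0.390 ± 0.119 CPM (SD, n = 5) in Cre+ mice. mt-Nd1 and mt-Nd5, further subunits of complex I, had log2 fold changes of -0.29 (SE 0.08) and -0.27 (SE 0.09).

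**Figure D2:**
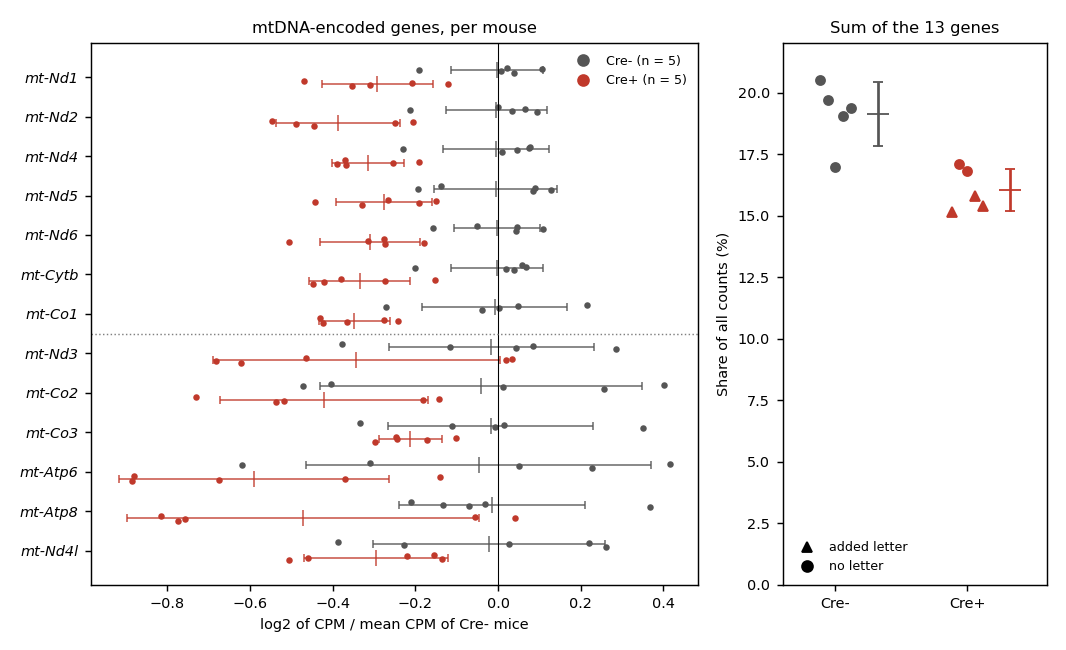
Left, CPM of the 13 mtDNA-encoded protein genes as the log2 ratio to the mean of the Cre- mice (points, single mice; bars, mean and SD, n = 5 per genotype), with genes of many counts above and of few counts below the dotted line. Right, the percent of all counts from the 13 genes, 19.1 in Cre- and 16.0 in Cre+ mice, where triangles mark libraries with an added letter in their identifier. Nearly all of these counts come from the genes above the dotted line.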

We therefore probed iBAT protein for electron transport chain complexes and found overall reduced abundance in Cre+ mice (Figure 5D). Thus, RetSat deletion in BAT reduces expression of mitochondrial DNA-encoded genes and the abundance of electron transport chain complex proteins.

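The share of counts from mtDNA-encoded protein genes was 19.1 ± 1.31% (SD, n = 5) of all counts, summed over the 13 genes, in Cre- mice and 16.0 ± 0.864% (SD, n = 5) in Cre+ mice. Of the 13, mt-Co2, mt-Atp6, mt-Atp8, mt-Co3, mt-Nd3 and mt-Nd4l had few counts, at most 29.1 CPM each in Cre- mice. Nearly all of the share therefore came from the other mtDNA-encoded protein genes. The difference of -3.09 percentage points had a p of 0.0159 (two-sided exact permutation test, where 0.00794 is the smallest p possible). Cre- mice ranged from 17.0 to 20.5% and Cre+ mice from 15.1 to 17.1%. The rRNA genes mt-Rnr1 and mt-Rnr2 had 2.90 ± 0.697% (SD, n = 5) and 2.21 ± 0.554% (SD, n = 5) of counts (two-sided exact permutation test, p = 0.103). The identifiers of 3 Cre+ libraries carry an added letter, and these had 15.4% (15.1 to 15.8%) against 16.9% (16.8 to 17.1%) in the 2 other Cre+ libraries. Without the 3 lettered libraries the difference was -2.19 percentage points (exact permutation test, p = 0.143), and without the 2 libraries with the most muscle transcripts it was -2.88 (exact permutation test, p = 0.0571). From the heatmap of these transcripts (Fig. 5C) and from immunoblots of electron transport chain complexes (Fig. 5D), the paper concludes that loss of RetSat in BAT lowers both the transcripts and the complexes.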

**Figure 5:**
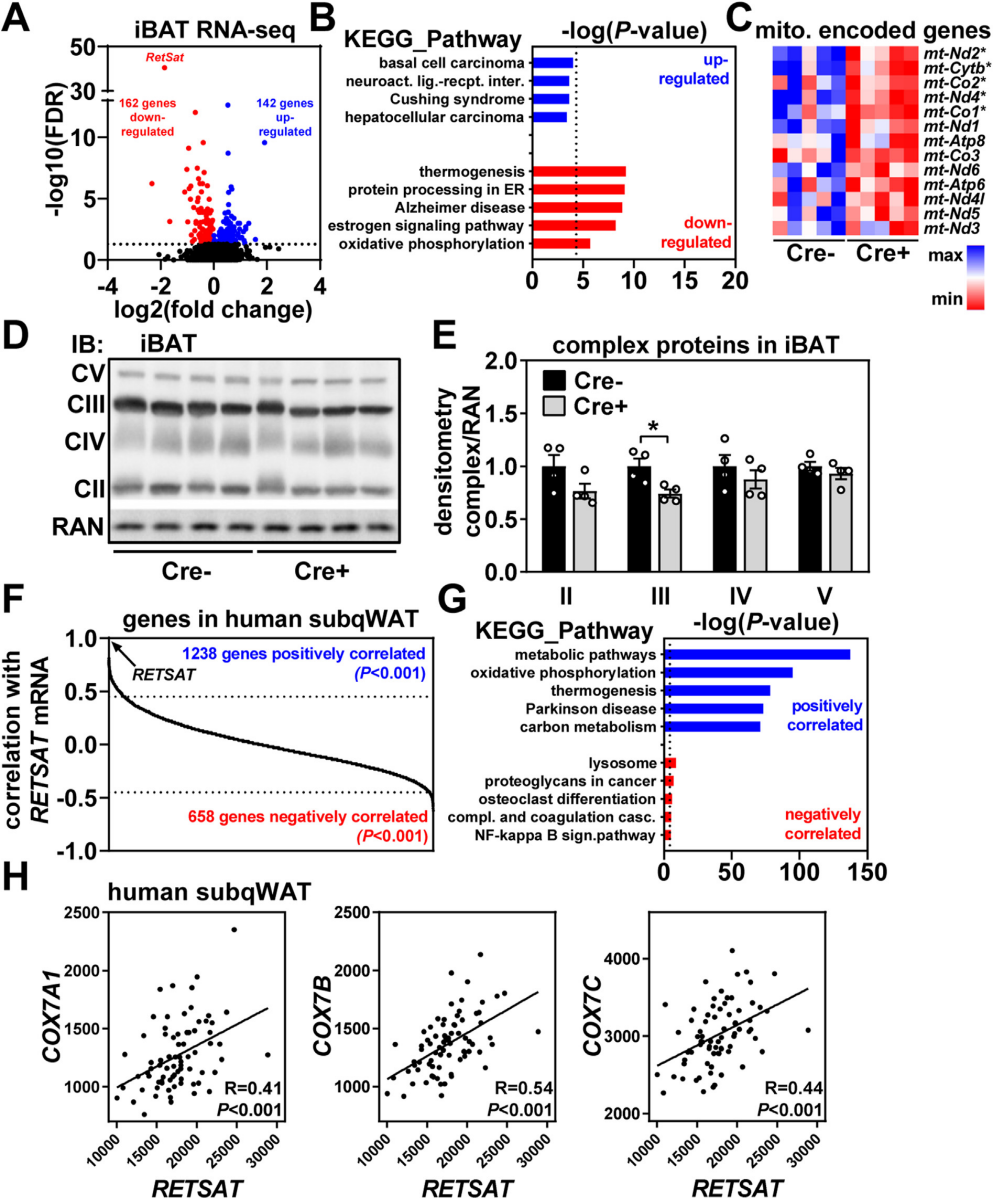
**RetSat regulates mitochondrially encoded genes in murine brown adipose tissue and is correlated with genes related to oxidative phosphorylation and thermogenesis in white adipose tissue of human subjects.** A) Significantly (FDR<5%) upregulated (blute dots) and downregulated (red dots) genes in interscapular brown adipose tissue (iBAT) of Cre+ mice (n = 5,5). B) KEGG pathway enrichment in up- and downregulated genes in iBAT of Cre+ mice. C) Heatmap of all detected mitochondrially encoded genes in iBAT of Cre- and Cre+ mice. D) iBAT protein expression of electron transport chain complexes II-V in Cre- and Cre+ mice were determined by immunoblotting. RAN served as loading control. E) Densitometric analysis of immunoblots shown in D). F) Positively and negatively correlated genes with *RetSat* mRNA expression in subcutaneous white adipose tissue (subqWAT) of human subjects. G) KEGG pathway enrichment in genes positively or negatively-correlated with *RetSat* mRNA in human subqWAT. H) Correlation of *RetSat* mRNA with the expression of COX subunits in human subqWAT, n = 75. In C), ∗FDR<5%, in E) (n = 4,4), data are presented as individual data points and mean ± sem, ∗*P* < 0.05.

### 3.6 *RETSAT* mRNA expression in human subqWAT correlates with genes related to mitochondrial function

Given RetSat's impact on mitochondrial gene expression, we analyzed previously reported RNAseq expression profiles of subqWAT biopsies from 75 overweight and obese subjects [41]. With a cut-off of *P* < 0.001, 1238 genes were positively, and 658 genes negatively correlated with *RETSAT* mRNA expression, respectively (Figure 5F). Very little pathway enrichment was detected in negatively correlating genes, contrasted by highly significant clustering of positively correlating genes to KEGG pathways like *oxidative phosphorylation* and *thermogenesis* (Figure 5G). Among these were several COX subunits including *COX7A1* (Figure 5H). We conclude that in human subqWAT, *RETSAT* mRNA expression correlates with gene expression signatures related to mitochondrial function.

### 3.7 RetSat deletion in BAT/depletion in adipocytes downregulates genes involved in protein folding

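Genes known to respond to RA and targets of ChREBP, a transcription factor of glycolytic and lipogenic genes, had values on both sides of 0 in iBAT of Cre+ mice. Of 11 tested RA-responsive genes, edgeR called 0, with 0 adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by DESeq2. Their median log2 fold change was 0.00, from -0.18 to 0.45. Rarb, an RA receptor gene, had a log2 fold change of -0.12 (SE 0.19), and the RA-degrading enzyme Cyp26b1 had 0.45 (SE 0.42) at 0.701 ± 0.216 CPM (SD, n = 5) in Cre- mice. Aldh1a1, an enzyme of RA synthesis, had -0.11 (SE 0.14), and Cyp26a1 had too few counts to be tested. Of 16 ChREBP targets, edgeR called 0, with 0 adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by DESeq2, and their median was 0.15, from -0.69 to 0.61. Fasn, the fatty acid synthase, had 0.23 (SE 0.14), and Acly, which makes cytosolic acetyl-CoA, had -0.01 (SE 0.33). Mlxipl, which encodes ChREBP, had -0.01 (SE 0.12). Of 15 tested genes of retinoid metabolism and its receptors, edgeR called 0, with 5 higher and 1 lower at an unadjusted p under 0.05, 3 higher and 1 lower adjusted over the list alone, and 1 higher by DESeq2, Rbp4. Rbp4, which carries retinol, had a log2 fold change of 0.43 (SE 0.11), Dgat1, which can esterify retinol, had 0.30 (SE 0.09), and Rdh10, which oxidizes retinol, had -0.35 (SE 0.11). As a list these genes were higher by camera (adjusted p = 0.0106), with an adjusted p = 0.156 with an estimated correlation.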

We found that known RA-responsive genes [[48], [49], [50]] or transcriptional targets of ChREBP [51] were not regulated by RetSat deletion in BAT (Supplemental Figs. S11A and S11B), suggesting that these pathways, although linked previously to RetSat [6,9], were unlikely to contribute to the observed effects. However, besides *thermogenesis* and *oxidative phosphorylation*, downregulated genes in iBAT of Cre+ mice also clustered to the KEGG pathway *protein processing in ER* (Figure 5B), comprising a variety of heat shock protein (HSP) members of the Hsp40, -70, −90, and −110 families. Accordingly, there was a striking enrichment of the GO terms *protein folding* and *chaperone mediated protein folding* in genes that were significantly downregulated by RetSat deletion (Figure 6A,B). 

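Several cytosolic chaperones of the Hsp90, Hsp40 and Hsp110 families fell in iBAT of Cre+ mice. Of 51 cytosolic chaperones and co-chaperones, edgeR called 8 lower and 0 higher in Cre+ mice (2 higher at an unadjusted p under 0.05 and 0 higher by DESeq2), and 27 were lower and 1 higher adjusted over the list alone. Hsp90aa1 of the Hsp90 family had 314 ± 43.1 CPM (SD, n = 5) in Cre- and 147 ± 30.5 CPM (SD, n = 5) in Cre+ mice (adjusted p = 0.0135 from edgeR). Stip1, which links Hsp70 to Hsp90, fell by 0.77 (SE 0.11, adjusted p = 0.0138 from edgeR) and Hspa4l of the Hsp110 family by 0.70 (SE 0.12, adjusted p = 0.0429 from edgeR) on the log2 scale. Stub1, a ubiquitin ligase that binds chaperones and was named after its values were seen, had a log2 fold change of 0.32 (SE 0.09, adjusted p = 0.189 from edgeR). Of 22 targets of the heat shock factor HSF1, 17 of them also in the cytosolic list, 6 were lower, and 15 were lower adjusted over the list alone. The study chose the genes of Fig. 6B on these samples as lower, and they make up 20 of the 51 and 13 of the 22, so these counts are not independent evidence. By camera with an estimated correlation the adjusted p was 0.0839 for the 51 and 0.0719 for the 22. Of the 31 cytosolic genes outside Fig. 6B, edgeR called 0, with 7 lower and 2 higher at an unadjusted p under 0.05, 4 lower and 1 higher adjusted over these genes alone and 1 lower by DESeq2, and their median was -0.11. They were lower than other genes by camera (p = 2.96e-04, and p = 0.0362 with an estimated correlation, neither adjusted), a test chosen after the result was seen. Of these 31, edgeR called Dnajb5, Bag3, Hspa1a and Hspa1b lower without Cre+ replicate 4 and none without any other single library. limma voom with sample quality weights called Cct6a, Bag3, Hspa1a and Hspa1b lower. Of 9 HSF1 targets outside Fig. 6B, edgeR called 0, with 2 lower at an unadjusted p under 0.05. Their median was -0.30. By camera, again chosen after the result was seen, their p was 2.3e-05, and 0.0128 with an estimated correlation, neither adjusted. Of 32 ER chaperones and UPR targets edgeR called 0, with 1 higher at an unadjusted p under 0.05, 0 adjusted over the list alone, 0 by DESeq2 and a median log2 fold change of -0.02. Of 12 mitochondrial chaperones and proteases edgeR called 0, with 1 higher at an unadjusted p under 0.05, 0 adjusted over the list alone, 0 by DESeq2 and a median of 0.02. Cre+ replicate 4, a library high in muscle markers and immediate early genes, had a mean log2 CPM of 5.89 over the cytosolic list, against 5.35 to 5.57 in other Cre+ and 6.05 to 6.23 in Cre- mice. Of the cytosolic list, edgeR called 19 without this library, 4 without any of the Cre- replicates, 2 without Cre+ replicate 1, 3 without Cre+ replicate 5 and 5 with the immediate early gene level as a covariate, and DESeq2 called 21. Of the HSF1 targets, edgeR called 1 (without Cre+ replicate 1) to 13 (without Cre+ replicate 4) when each library was left out in turn, and DESeq2 called 14.

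**Figure D3:**
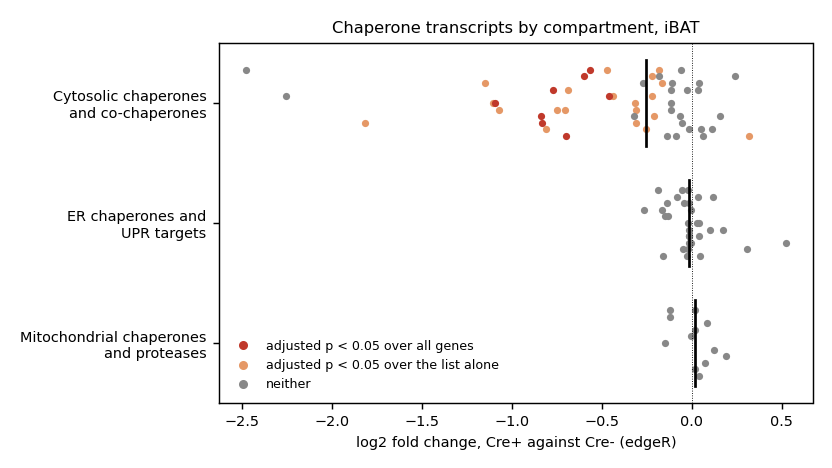
Log2 fold changes of Cre+ against Cre- mice for genes of 51 cytosolic, 32 ER and 12 mitochondrial chaperones and related genes. Each point is a gene, black lines are medians (-0.25, -0.02 and 0.02) and colors show the adjusted p from edgeR.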

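The 20 protein folding genes of Fig. 6B were all lower in Cre+ mice when adjusted over the list alone, and 8 of them were lower at an adjusted p under 0.05 over all genes by edgeR. The study chose these genes on the same samples as lower, so neither these counts nor a test of the list is independent evidence of their direction. Ahsa1, which activates the ATPase of Hsp90, had 118 ± 8.02 CPM (SD, n = 5) in Cre- and 79.4 ± 6.59 CPM (SD, n = 5) in Cre+ mice, a log2 fold change of -0.57 (SE 0.07, adjusted p = 0.00854 from edgeR). Hsp90ab1 fell by 0.60 (SE 0.11, adjusted p = 0.0435 from edgeR), the Hsp40 gene Dnajb4 by 0.83 (SE 0.14, adjusted p = 0.0476) and the peptidyl-prolyl isomerase gene Ppid by 0.46 (SE 0.08, adjusted p = 0.0429) on the log2 scale. Dnajb1, another Hsp40 gene, had a log2 fold change of -1.10 (SE 0.18, adjusted p = 0.0523 from edgeR and 8.8e-07 from DESeq2). Hsph1 of the Hsp110 family had the lowest value of the 20, -1.82 (SE 0.39, adjusted p = 0.123 from edgeR and 6.3e-04 from DESeq2), and the constitutive Hsp70 gene Hspa8 had -0.71 (SE 0.18, adjusted p = 0.156 from edgeR and 0.00982 from DESeq2). The median over the list was -0.70. DESeq2 called all 20 and limma voom with sample quality weights 16. edgeR called 15 without Cre+ replicate 4, 4 without any of the Cre- replicates, 2 without Cre+ replicate 1, 3 without Cre+ replicate 5 and 5 with the immediate early gene level as a covariate.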

Reduced HSP and co-chaperone expression was validated by qPCR (Supplemental Fig. S12A). 

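Cebpb, which encodes CCAAT-enhancer-binding protein β, had 387 ± 39.5 CPM (SD, n = 5) in Cre- and 176 ± 51.8 CPM (SD, n = 5) in Cre+ mice. The log2 fold change of Cebpb was -1.14 (SE 0.19, adjusted p = 0.0535 from edgeR and 8.8e-07 from DESeq2), and every Cre+ mouse (102 to 236 CPM) lay below every Cre- mouse (343 to 429 CPM). Hsf1, the main transcription factor of the heat shock response, had 0.05 (SE 0.08, adjusted p = 0.825 from edgeR). Atf4, a transcription factor of the integrated stress response, had 0.00 (SE 0.20, adjusted p = 0.996 from edgeR), and Xbp1, a transcription factor of the UPR, had 0.52 (SE 0.16, adjusted p = 0.242 from edgeR). Of 10 transcription factors of protein folding and the UPR, edgeR called 0 over all genes tested, with Xbp1 higher and Cebpb lower both at an unadjusted p under 0.05 and adjusted over the list alone. DESeq2 called 1, Cebpb. Cebpb overlaps Tmem189 in the annotation and can share reads with it. edgeR called Cebpb without Cre+ replicate 2 (adjusted p = 0.0349), 4 (adjusted p = 0.0287) or 5 (adjusted p = 0.0203), and the adjusted p without any other replicate was 0.0778 to 0.167. The log2 fold change of Atf3, another of the 10, was -0.54 (SE 0.87, adjusted p = 0.839 from edgeR), with 7.73 to 17.4 CPM in Cre- mice, 31.0 CPM in Cre+ replicate 4 and 2.04 to 2.74 CPM in the 4 other Cre+ mice. Without Cre+ replicate 4 the log2 fold change of Atf3 was -2.32 (adjusted p = 0.00167 from edgeR), and edgeR then called 2 of the 10, Atf3 and Cebpb, both lower.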

Of known transcription factors that control expression of HSP and that of other proteins related to protein folding and the unfolded protein response (UPR) [21,52], only CCAAT-enhancer-binding protein β (*Cebpb*) was regulated (FDR<5%) and expressed at lower levels in iBAT of Cre+ mice (Supplemental Fig. S12B), suggesting an involvement of Cebpb in these regulations. Interestingly, pathways related to the unfolded protein response and ER-related protein folding are known to be induced in BAT upon cold exposure and β-adrenergic stimulation [[53], [54], [55]]. Reduced HSP and co-chaperone expression was also observed in brown adipocytes depleted of RetSat (Figure 6C), implying an adipocyte-autonomous regulation.

**Figure 6:**
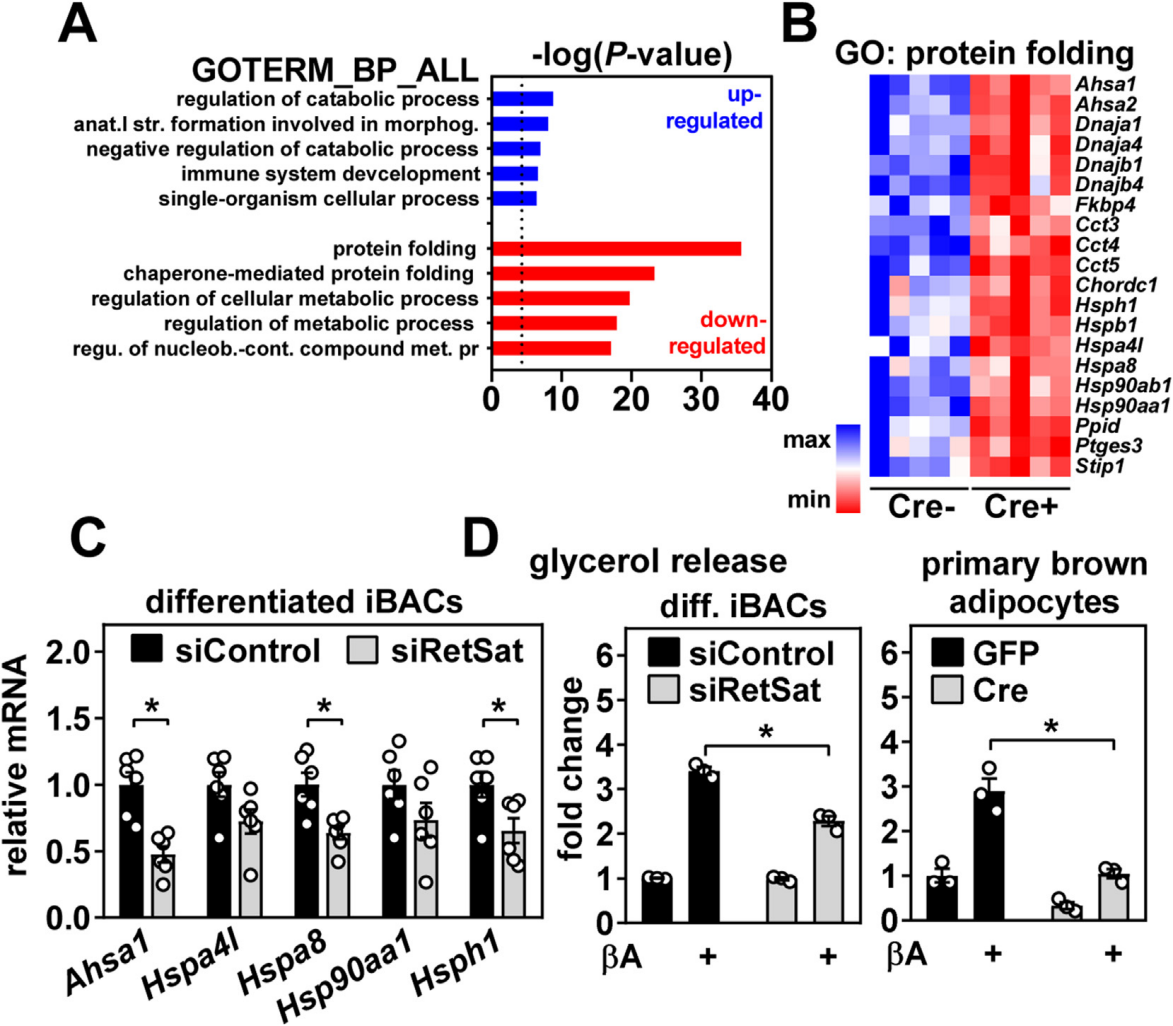
**RetSat deletion in brown adipose tissue downregulates genes involved in protein folding and its depletion in brown adipocytes impairs lipolysis.** A) Enriched gene ontology (GO) terms of biological process (BP) in up- and downregulated genes (FDR<5%) in interscapular brown adipose tissue (iBAT) of Cre+ mice. B) Downregulated genes (FDR<5%) in iBAT of Cre+ mice associates with the GO term protein folding, n = 5,5. C) Expression of indicated genes in differentiated iBACs in the presence of 10 μM of the pan-β-adrenergic receptor agonist isoproterenol for 4 h was determined by qPCR. D) Differentiated iBACs (left panel) and differentiated primary brown adipocytes (right panel) were depleted/deleted of *RetSat*, stimulated with 10 μM of the pan-β-adrenergic receptor agonist (βA) isoproterenol for 4 h, and glycerol release determined. In C) (n = 6,6) and D) (n = 3,3), data are presented as individual data points and mean ± sem, ∗*P* < 0.05.

### 3.8 RetSat depletion in adipocytes impairs lipolysis

RetSat depletion in brown and beige adipocytes led to a concerted reduction of thermogenic gene expression and its deletion in BAT of mice resulted in >300 significantly regulated genes, clustering to pathways such as to *thermogenesis*, *oxidative phosphorylation* and *protein folding*. To explain these robust transcriptional effects, we hypothesized that loss of RetSat may impair lipolysis, a major regulator of gene transcription related to above pathways in adipocytes [21,23]. Indeed, glycerol release of βA-stimulated iBACs and primary brown adipocytes was reduced upon depletion or deletion of RetSat (Figure 6D). A similar reduction of glycerol release was observed in stimulated 3T3-L1 adipocytes treated with RetSat-targeting siRNA and accompanied by lower non-esterified fatty acid (NEFA) concentrations in the culture media (Supplemental Fig. S13A). Furthermore, RetSat depletion in 3T3-L1 adipocytes also reduced glycerol and NEFA release induced by the cell-permeable cAMP analogue dibutyryl-cAMP (Supplemental Fig. S13B), showing that the lipolytic defect is downstream of β-adrenergic receptor activation and cAMP generation. Retroviral overexpression of RetSat in iBACs had no effect on glycerol release (Supplemental Fig. S14), which is consistent with lacking effects on thermogenic gene expression in these cells (Supplemental Fig. S4A) and suggesting that RetSat is required but not sufficient for the maximal stimulation of lipolysis by β-adrenergic stimulation. In mice, deletion of RetSat in BAT had no effects on serum concentrations of glycerol and NEFA in *ad libitum*-fed mice on NC (Supplemental Fig. S15A) or HFD (Supplemental Fig. S15B), suggesting that a potential defect in BAT lipolysis by deletion of RetSat is not affecting steady state levels of these metabolites in the circulation.

## 4 Discussion

Previous studies implicated RetSat in the differentiation of white adipocytes [2]. Here we report a similar, but more subtle induction of brown adipocyte differentiation by RetSat overexpression in precursor cells *in vitro*. Besides this finding, we discovered that RetSat is required for adequate expression of thermogenic genes in brown adipocytes, in particular upon β-adrenergic stimulation. In fact, RetSat expression itself is regulated by β-adrenergic signaling; it is induced in WAT and BAT of mice as well as in white and brown adipocytes after repeated/prolonged βA exposure, but downregulated in adipocytes by an acute βA exposure of 4 h. Thus, adipocyte RetSat expression is under β-adrenergic control, which likely procures the increase in RetSat expression in BAT and WAT of mice exposed to cold and in BAT of obese, HFD-fed mice. Whether this regulation is due to cyclic nucleotide-activated transcription factors like ‘cAMP response element-binding protein’, or indirectly by involving lipolysis-derived fatty acids that can active certain PPARs [25], or both, is currently unknown and will require further scrutiny.

Besides thermogenic genes like *Ucp1*, *Elovl3*, and *Cidea*, RetSat depletion also reduced expression of *Cox7a1* that encodes a complex IV subunit of the respiratory chain in mitochondria. Accordingly, RetSat depletion lowered oxygen consumption of primary brown adipocytes. Regulation of other yet unidentified genes and metabolites by RetSat depletion is likely to contribute to this phenotype.

Considering these major transcriptional responses in brown adipocytes, we were surprised that BAT-specific deletion of RetSat in mice had no discernible effect on the expression of these thermogenic genes *in vivo*. The reasons for this discrepancy are uncertain but may include a compensational activation of other drivers of thermogenic gene expression, such as certain transcription factors or sympathetic signals, to warrant BAT homeostasis. Moreover, since Cre expression driven by the *Ucp1* promoter in brown adipocytes was constitutive, effects of an acute RetSat deletion in BAT may differ. However, lower UCP1 protein expression in brown adipocytes upon RetSat depletion was detectable for at least 7 days, arguing against a transient effect and rapid counter-regulation. 

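In the RNAseq data of iBAT, Ucp1 had 4223 ± 611 CPM (SD, n = 5) in Cre- and 4786 ± 931 CPM (SD, n = 5) in Cre+ mice, a log2 fold change of 0.18 (SE 0.13, adjusted p = 0.623 from edgeR). Cidea, which encodes a lipid droplet protein, had 2343 ± 152 CPM (SD, n = 5) in Cre- and 2273 ± 178 CPM (SD, n = 5) in Cre+ mice, a log2 fold change of -0.04 (SE 0.07, adjusted p = 0.847 from edgeR). Elovl3, a fatty acid elongase, had 0.34 (SE 0.58, adjusted p = 0.850 from edgeR) and ranged from 8.38 to 48.5 CPM in Cre- and from 10.6 to 78.0 CPM in Cre+ mice. Adrb3, the β3-adrenergic receptor, had 0.45 (SE 0.16, adjusted p = 0.280 from edgeR), and Prdm16, a transcriptional regulator of brown adipocytes, had 0.52 (SE 0.17, adjusted p = 0.249 from edgeR). Both had an unadjusted p under 0.05, of 0.0151 and 0.00981 in edgeR's test. Pparg had 0.09 (SE 0.08), Fabp4 had 0.00 (SE 0.09) and Cox7a1, a subunit of cytochrome c oxidase, had 0.13 (SE 0.11). DESeq2's adjusted p was 0.650 for Ucp1, 0.889 for Cidea, 0.860 for Elovl3 and 0.134 for Adrb3.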

Despite lacking effects on genes like *Ucp1*, *Cidea*, *Elovl3*, and *Adrb3*, overall expression of mitochondrially-encoded genes in iBAT was decreased, as were genes related to the GO terms ‘protein processing in the ER’ and ‘protein folding’, including many HSP members. These changes may indeed point towards impaired BAT plasticity since the majority of the latter are induced by exposing mice to cold, including *Ahsa1, Dnaja1, Dnajb1, Hsp90aa1, Hsp90ab1, Hspa8, Hspa4l, Hsph1,* and *Cct3* [53]*.* Phenotypically, mice with BAT-specific RetSat deletion showed a transient intolerance to an acute cold challenge but appeared otherwise metabolically unremarkable, except increased fasting blood glucose levels. Whether deleting RetSat in all fat depots instead of BAT alone induces a more severe metabolic phenotype would be worth addressing in future experiments.

Although RetSat depletion in cells reduced peroxide-induced ROS production [10,12], there was no reduction in ROS production in iBAT that lacks RetSat. Interestingly, global deletion of RetSat decreased ROS production in liver, but not WAT [12], suggesting that compensational effects may depend on the specific tissue.

At this point, we have no indication that RetSat-dependent alterations in RA signaling [9] or ChREBP activation [6] contribute to the observed transcriptional effects in BAT. Instead, we focused on lipolysis, since it is known to mediate some of the transcriptional consequences of β-adrenergic stimulation in adipocytes [21,25,26]. Accordingly, it was shown that genetic loss-of-function of adipose triglyceride lipase (Atgl) or of its coactivator α/β hydrolase domain containing 5 (Abhd5) regulates gene expression in brown adipose tissue [[56], [57], [58], [59]]. RetSat depletion in brown adipocytes reduced glycerol release, indicating that RetSat expression is indeed required for full lipolytic activity upon βA exposure. Thus, impaired lipolysis due to RetSat depletion could explain reduced thermogenic gene expression and mitochondrial respiration in brown adipocytes. Although we cannot exclude that RetSat depletion impairs β-adrenergic signaling, reduced expression of thermogenic genes in the absence of pharmacological βA and lower cAMP analogue-induced lipolysis render this possibility less likely. Furthermore, the robust expression of RetSat in lipolytic tissues [1,2,6], its β-adrenergic regulation, fasting-inducibility in many tissues [5], and increased adiposity [15] and hepatic triglycerides in mice with global RetSat deletion [12] are all compatible with RetSat modulating lipolysis.

Regarding thermogenic gene expression in BAT, one could hypothesize that expression of mitochondrially-encoded genes and genes related to protein folding may respond to impaired lipolysis more sensitively than *Ucp1*, *Cidea*, *Elovl3*, and *Adrb3*, explaining why the latter genes were not affected by loss of RetSat *in vivo*. Also circulating NEFA levels were unchanged by RetSat deletion in BAT, consistent with the notion that lipolysis in WAT rather than BAT contributes to serum NEFA. Interestingly, circulating NEFA were reduced by an acute RetSat depletion in liver of HFD-fed mice [6]. Thus, RetSat may affect lipolysis in a context-dependent manner and, depending on the organ targeted for deletion, not necessarily affect circulating NEFA levels. RetSat deletion in mice would also be expected to result in less pronounced phenotypes than those upon the deletion of lipases or coregulators (e.g. Abhd5 or G0/G1 switch gene 2 [60]), since its link to lipolysis is most likely indirect. Nevertheless, other mechanisms than reduced lipolysis may contribute to the effects of RetSat loss-of-function. How exactly the depletion of ER-localized RetSat in adipocytes interferes with the lipolytic pathway is still unclear, which is a limitation of our study.

We would speculate that RetSat's function in brown adipocytes and mouse BAT depends on its oxidoreductase activity. In white adipocyte precursor cells, RetSat overexpression enhanced differentiation only when enzymatically active [2]. In respect to the enzymatic reaction catalyzed by RetSat in brown adipocytes and BAT, we have no indication that RetSat generates 13,14-dihydroretinol while depleting retinol. This is due to our observation that expression of RA-responsive genes in iBAT, which might be induced if the ratio of retinoids (potent RAR activators) to dihydroretinoids (less potent RAR activators [8]) upon the loss of RetSat increases, was not affected by RetSat deletion. Moreover, in both white adipocyte differentiation [2] and glucose-induced gene expression in hepatocytes [6], providing 13,14-dihydroretinol to RetSat-depleted cells could not rescue the observed defects. Finally, 13,14-dihydroretinol could not be detected in RetSat-overexpressing adipocytes [2]. Therefore, the most likely scenario is that RetSat catalyzes a yet unknown reaction in BAT that underlies the observed effects upon RetSat deletion.

## 5 Conclusions

Our findings vastly expand the understanding of RetSat's regulation and function in brown adipocytes and its relevance for non-shivering thermogenesis and BAT physiology in mice. Although insights into alternative enzymatic reactions are still lacking, implicating RetSat in the regulation of lipolysis may allow for more specific approaches to unravel its enzymatic activities and warranting further research.

## Author's contributions

C.L., M.F.K., S.D., R.E.F., N.Y., Y.M., S.W., S.G., M.So., S.J.W., K.M.P., and D.D., performed experiments. C.L., L.S., K.M., H.S, T.J.S. and M.S. handled, evaluated, or discussed data and edited the manuscript. C.L. and M.S. wrote the original manuscript and are the guarantors of this work. All authors reviewed and commented on the article.

## CRediT authorship contribution statement

**Chen Li:** Data curation, Methodology, Writing – review & editing. **Marie F. Kiefer:** Data curation. **Sarah Dittrich:** Data curation. **Roberto E. Flores:** Data curation, Methodology. **Yueming Meng:** Data curation. **Na Yang:** Data curation. **Sascha Wulff:** Data curation. **Sabrina Gohlke:** Data curation. **Manuela Sommerfeld:** Data curation. **Sylvia J. Wowro:** Data curation, Funding acquisition. **Konstantin M. Petricek:** Data curation. **Dominic Dürbeck:** Data curation. **Leonard Spranger:** Data curation. **Knut Mai:** Data curation, Supervision. **Holger Scholz:** Conceptualization, Supervision, Writing – review & editing. **Tim J. Schulz:** Conceptualization, Data curation, Supervision, Writing – review & editing. **Michael Schupp:** Conceptualization, Funding acquisition, Methodology, Supervision, Writing – original draft, Writing – review & editing.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data will be made available on request.

# Supplementary material for: Adipose retinol saturase is regulated by β-adrenergic signaling and its deletion impairs lipolysis in adipocytes and acute cold tolerance in mice
**Source:** Mol Metab. 2023 Dec 19;79:101855. doi: 10.1016/j.molmet.2023.101855

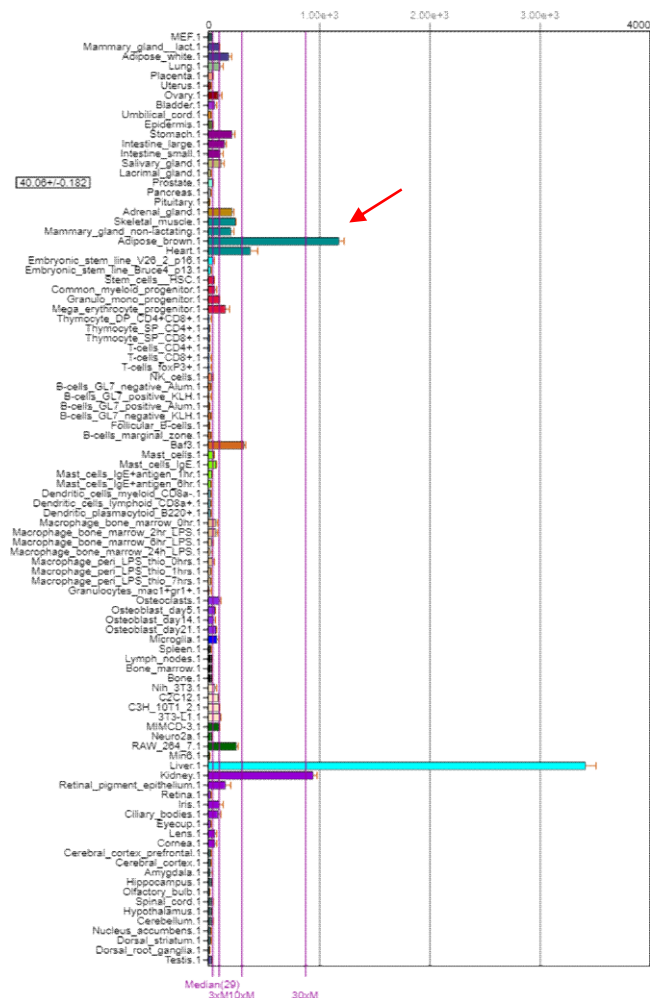

**Supplemental Figure S1. Tissue distribution of *RetSat* expression in mice.** Gene expression profile of murine *RetSat* from BioGPS.org (probeset 1424716\_at).

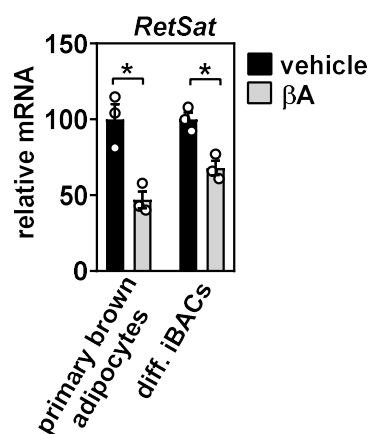

**Supplemental Figure S2. Short-time exposure to  $\beta$ -agonist decreases *RetSat* expression in brown adipocytes.** Differentiated primary brown adipocytes or differentiated immortalized brown adipogenic cells (iBACs) were incubated the pan- $\beta$ -adrenergic receptor agonist ( $\beta$ A) isoproterenol for 4 hours and mRNA expression of *RetSat* determined by qPCR,  $n=3,3$ . Data are presented as individual data points and mean $\pm$ sem, \* $P<0.05$ .

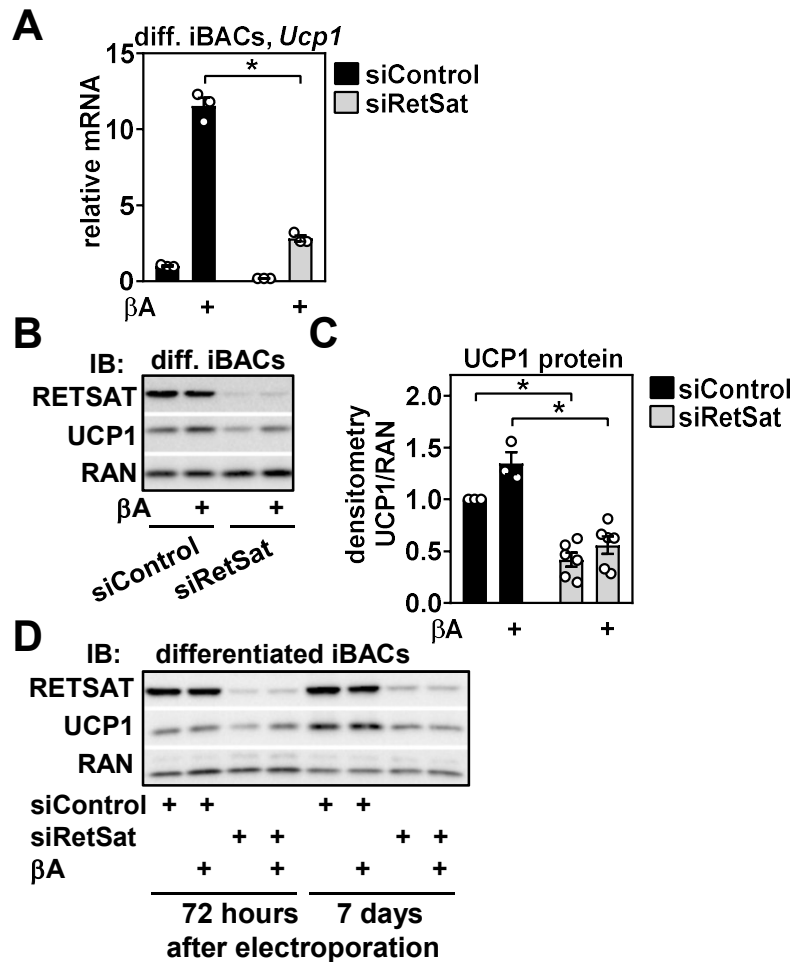

**Supplemental Figure S3. RetSat depletion in brown adipocytes reduced maximal induction of *Ucp1* expression upon  $\beta$ -adrenergic stimulation.**

Differentiated immortalized brown adipogenic cells (iBACs) were electroporated with RetSat siRNA. After 72 hours, cells were exposed to the pan- $\beta$ -adrenergic receptor agonist isoproterenol for 4 hours and A) *Ucp1* mRNA and B) UCP1 protein expression determined. In B), RAN protein served as loading control. C) ) Densitometric analysis of UCP1 protein shown in B). D) Cells were electroporated as described in A) and after 72 hours or 7 days treated as indicated and UCP1 protein expression analyzed by immunoblotting. RAN served as loading control. In A (n=3,3) and C (n=3,3,6,6), data are presented as individual data points and mean $\pm$ sem, \* $P$ <0.05.

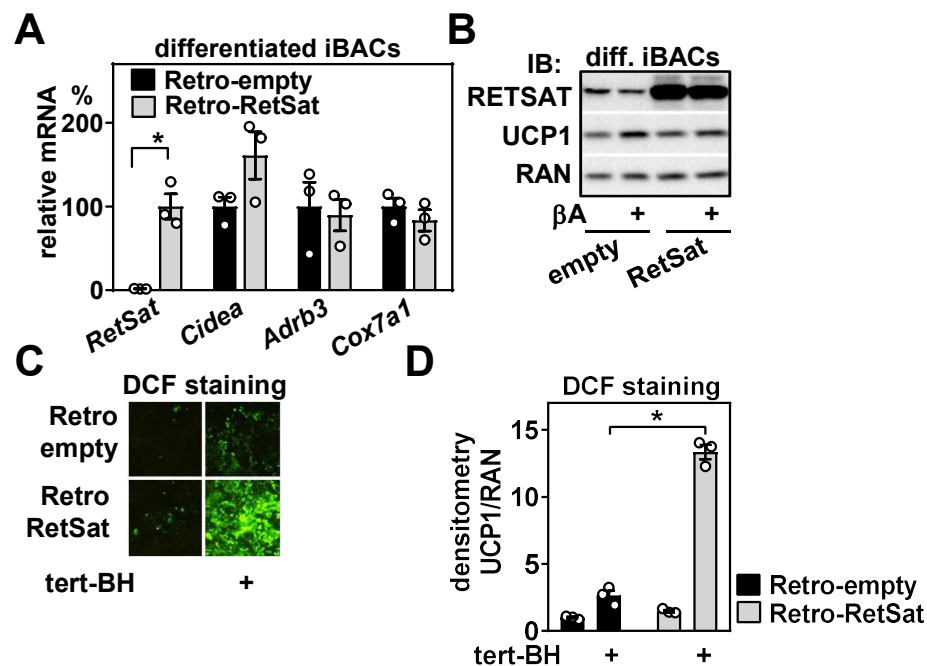

**Supplemental Figure S4. RetSat gain-of-function does not increase the expression of thermogenic genes and UCP1 protein in brown adipocytes.** Immortalized brown adipogenic cells (iBACs) were infected with empty- or RetSat-encoding retroviruses and differentiated in the presence of pioglitazone. After differentiation, A) mRNA expression of indicated genes was determined by qPCR, and B) RETSAT and UCP1 protein analyzed by immunoblotting. RAN served as loading control. C) Functionality of ectopic RETSAT expression in differentiated iBACs was validated by elevated reactive oxygen species, detected by dichlorodihydrofluorescein-diacetate (DCF) staining, after stimulation with *tert*-butyl hydroperoxide (tert-BH) as peroxide stressor. D) Densitometric analysis of DCF staining shown in C). In A) (n=3,3) and D) (n=3,3), data are presented as individual data points and mean±sem, \* $P<0.05$

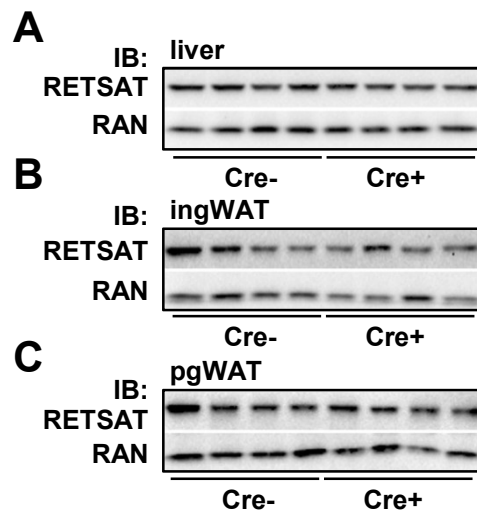

**Supplemental Figure S5. UCP1-Cre mediated RetSat ko is brown adipose tissue specific.** Protein expression of RETSAT in Cre- and Cre+ mice in A) liver, B) inguinal-, and C) perigonadal white adipose tissue (ing/pgWAT) was determined by immunoblotting. RAN served as loading control.

iBAT, H&E

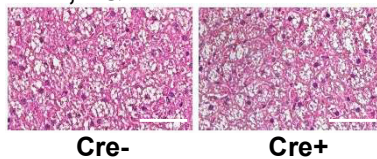

Cre-

Cre+

**Supplemental Figure S6. RetSat deletion in BAT has no effect on tissue morphology after repeated  $\beta$ 3-agonist injections.** Brown adipose tissue (BAT) morphology of Cre- and Cre+ mice that were intraperitoneally injected for 10 days with the  $\beta$ 3-agonist CL316,243 was analyzed by hematoxylin & eosin staining (H&E, scale bar=50  $\mu$ m).

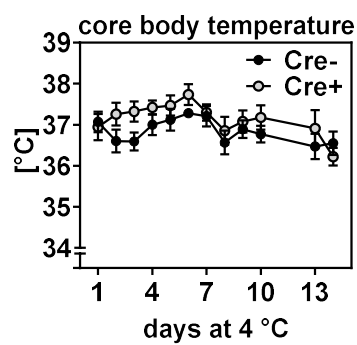

**Supplemental Figure S7. RetSat deletion in brown adipose tissue has no effect on long-term cold tolerance.** Cre- and Cre+ mice were exposed to 4 °C and core body temperature determined by a rectal probe at indicated times points (n=10,9).

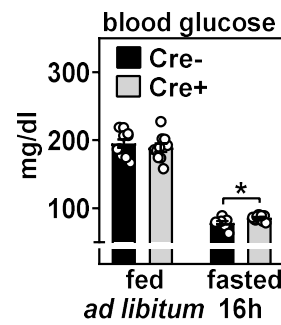

**Supplemental Figure S8. RetSat deletion in BAT increases fasted blood glucose concentrations.** Blood glucose concentration in *ad libitum*-fed or 16 hours fasted mice of indicated genotypes on normal chow was determined (n=10,10). Data are presented as individual data points and mean $\pm$ sem, \* $P$ <0.05.

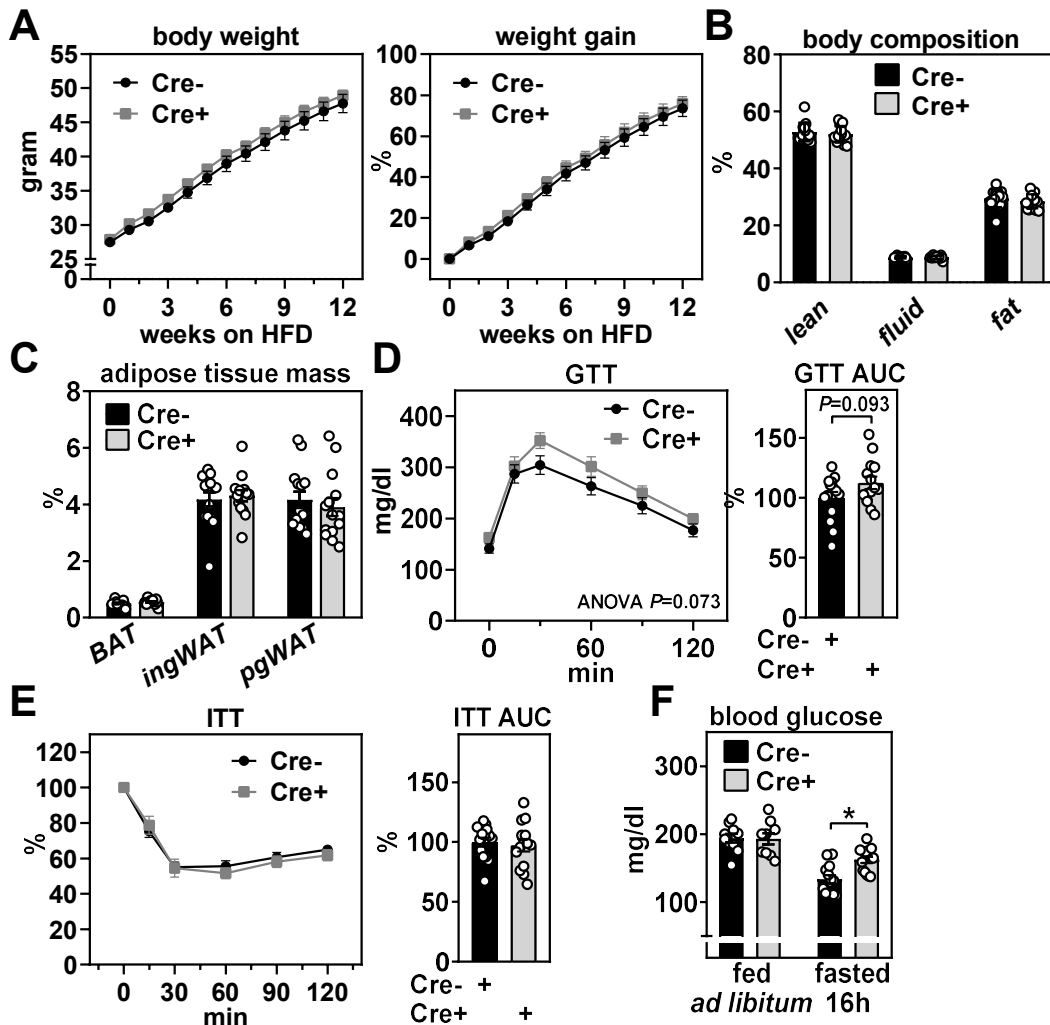

**Supplemental Figure S9. RetSat deletion in brown adipose tissue of high fat-diet fed mice.** Male mice of the indicated genotypes were fed high fat-diet (HFD, 60% kcal/fat) for 12 weeks, starting at an age of 10 weeks, and A) body weights and weight gain determined (n=14,14). B) Body composition of Cre- and Cre+ mice after HFD-feeding was determined by NMR. C) Adipose tissue mass of indicated depots was weighed in Cre- and Cre+ mice fed HFD. D) Glucose and E) insulin tolerance of HFD-fed mice with indicated genotype. F) Blood glucose concentration in *ad libitum*-fed or 16 hours fasted mice on HFD was determined. In B), C), D), E) (all n=14,14), and F) (n=10,9,14,14), data are presented as individual data points and mean $\pm$ sem, \* $P < 0.05$  vs. Cre- mice.

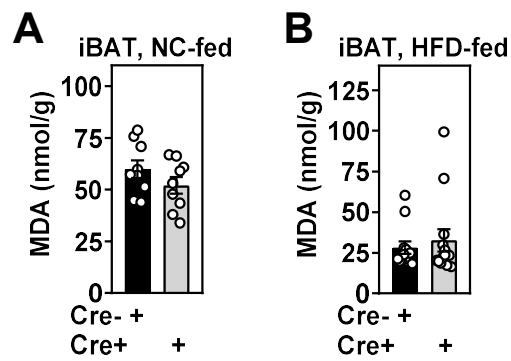

**Supplemental Figure S10. RetSat deletion in brown adipose tissue (BAT) does not alter tissue abundance of malondialdehyde (MDA).** MDA abundance in interscapular BAT (iBAT) of male mice fed normal chow (NC) or high-fat diet (HFD). In A) (n=9,9) and B) (n=12,13), data are presented as individual data points and mean±sem.

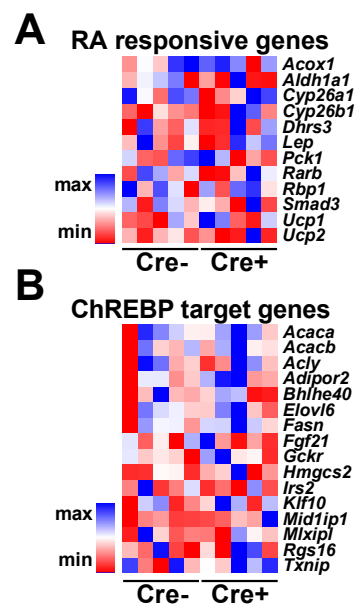

**Supplemental Figure S11. RetSat deletion in brown adipose tissue does not affect retinoic acid-responsive or ChREBP target gene expression.** Expression of A) retinoic acid (RA) responsive genes and B) ChREBP target genes in interscapular brown adipose tissue of male Cre- and Cre+ mice.

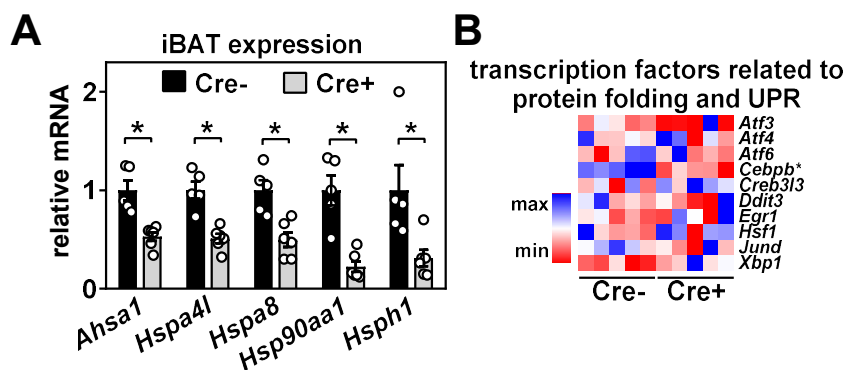

**Supplemental Figure S12. RetSat deletion in brown adipose tissue and reduces expression of genes involved in protein folding.** A) Expression of indicated genes in interscapular brown adipose tissue (iBAT) of Cre- and Cre+ mice. B) Expression of known transcriptional regulators of genes involved in protein folding and the unfolded protein response in iBAT of male Cre- and Cre+ mice. In A) (n=5,6), data are presented as individual data points and mean±sem, \* $P<0.05$ .

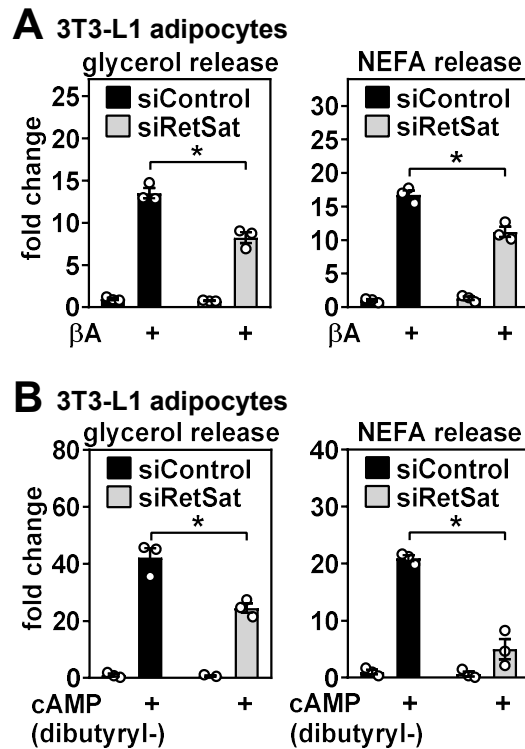

**Supplemental Figure S13. RetSat depletion in 3T3-L1 adipocytes impairs lipolysis.**

Differentiated 3T3-L1 adipocytes were depleted of *RetSat*, stimulated with A) 10  $\mu$ M of the pan- $\beta$ -adrenergic receptor agonist ( $\beta$ A) isoproterenol or B) 1 mM of dibutyryl-cAMP for 4 hours, and the release of glycerol (left panel) and non-esterified fatty acids (NEFA)(right panel) determined. In A) (n=3,3) and B) (n=3,3), data are presented as individual data points and mean $\pm$ sem, \* $P$ <0.05.

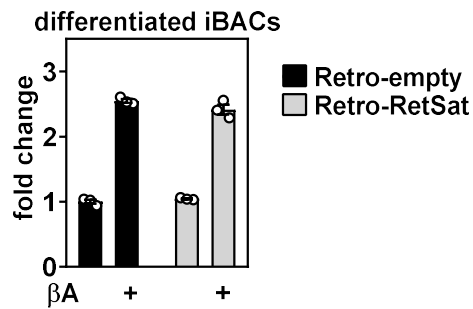

**Supplemental Figure S14. RetSat gain-of-function does not affect glycerol release of brown adipocytes.** Immortalized brown adipogenic cells (iBACs) were infected with empty- or RetSat-encoding retroviruses and differentiated in the presence of pioglitazone. After differentiation, adipocytes were stimulated with 10  $\mu M$  of the pan- $\beta$ -adrenergic receptor agonist ( $\beta A$ ) isoproterenol for 4 hours, and glycerol release determined (n=3,3). Data are presented as individual data points and mean $\pm$ sem

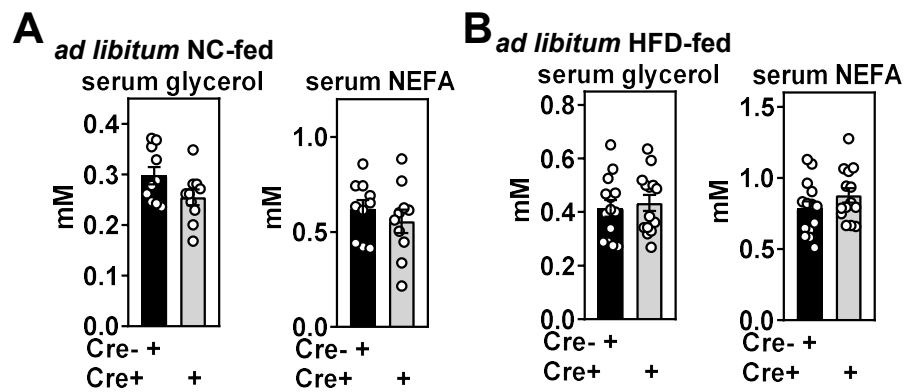

**Supplemental Figure S15. RetSat deletion in brown adipose tissue of mice does not alter circulating glycerol and NEFA concentrations.** Serum glycerol and NEFA concentrations in *ad libitum*-fed mice on A) normal chow (NC) or B) high fat-diet (HFD). In A) (n=10,10) and B) (n=14,14), data are presented as individual data points and mean±sem.

## Supplemental Tables

**Table S1. siRNA oligonucleotides sequences (5'-3')**

| target                       | sense                 | antisense             |
|------------------------------|-----------------------|-----------------------|
| siControl<br>(non-targeting) | UAGCGACUAAACACAUCAAUU | UUGAUGUGUUUAGUCGCUAUU |
| siRetSat_1                   | UCAGCCGAGUACCAGAGAAUU | UUCUCUGGUACUCGGCUGAUU |
| siRetSat_2                   | GCUCAAGGUCAAGGCACAUU  | UGUGCCUUGACCUUUGAGCUU |

**Table S2. (q)PCR oligonucleotide sequences (5'-3')**

| gene/region        | usage    | forward                 | reverse                 |
|--------------------|----------|-------------------------|-------------------------|
| <i>RetSat flox</i> | gen.typ. | CTCCTTTTCTGAGGCTGGTG    | AAGGCAGACCTTTCTTTTAAGG  |
| <i>Ucp1-Cre</i>    | gen.typ. | CGATGCAACGAGTGATGAGGTTC | GCACGTTCAACGGCATCAAC    |
| <i>m18s</i>        | qPCR     | AAACGGCTACCACATCCAAG    | GGCCTCGAAAGAGTCCTGTA    |
| <i>mAhsa1</i>      | qPCR     | GCTGGTAGCGGTGCGATAAG    | ATCTCTCTGTCCAGTGCCA     |
| <i>mAdrb3</i>      | qPCR     | GGCCCTCTCTAGTTCCCAG     | TAGCCATCAAACCTGTTGAGC   |
| <i>mCidea</i>      | qPCR     | AGGGACACCACGCATTTTCAT   | CCGATTTCTTTGGTTGCTTG    |
| <i>mCox7a1</i>     | qPCR     | AAAACCGTGTGGCAGAGAAG    | CAGCGTCATGGTCAGTCTGT    |
| <i>Cre</i>         | qPCR     | GCTTGCATGATCTCCGGTAT    | ATACCTGGCCTGGTCTGGA     |
| <i>mElovl3</i>     | qPCR     | GTGGTCGTCTATCTGTTGCTCA  | GCCAGGAAGAAGGACCAGAG    |
| <i>mFabp4</i>      | qPCR     | TGGAAGACAGCTCCTCCTCG    | AATCCCCATTTACGCTGATGATC |
| <i>mHsp90aa1</i>   | qPCR     | CAATTCATCGGACGCTCTGG    | TCAGGGTTCGGTCTCTGTTG    |
| <i>mHspa4l</i>     | qPCR     | TGCAAACGGAGAGGATCAGG    | CCAGGTACCGCACCTTAACA    |
| <i>mHspa8</i>      | qPCR     | CCTGGTGTACTCATTACAGGTGT | TGCCTGTGAGCTCGAAGCTTT   |
| <i>mHsph1</i>      | qPCR     | ATGACATGACGGCTGTTGCT    | CCCATGTCAACAAACACCACC   |
| <i>mPparg2</i>     | qPCR     | TGGGTGAAACTCTGGGAGATTC  | GAGAGGTCCACAGAGCTGATTCC |
| <i>mPrdm16</i>     | qPCR     | TCTGCCACAAGTCCTACACG    | GAACATCTGCCACAGTCCT     |
| <i>mRetSat</i>     | qPCR     | GCGGCTGTTGTCATACCTTT    | CCAAGATAAAACGGCCAATG    |
| <i>mRplp0</i>      | qPCR     | TCATCCAGCAGGTGTTTGACA   | GGCACCGAGGCAACAGTT      |
| <i>mUcp1</i>       | qPCR     | GGGCCCTTGTAACAACAAA     | ACTGGAGAGGCCAGGAGTGT    |

**Table S3. Antibodies**

| antibody                    | product                  | application             |
|-----------------------------|--------------------------|-------------------------|
| PPAR $\gamma$               | Santa Cruz, sc-7273 (E8) | 1:200 in 2.5% skim milk |
| OXPHOS (total)              | Abcam, ab110413          | 1:5000 in 4% skim milk  |
| RAN                         | BD Biosciences, #610341  | 1:5000 in 4% skim milk  |
| RETSAT                      | Sigma HPA046513          | 1:1000 in 4% skim milk  |
| TUBA                        | Cell Signaling #2144     | 1:2000 in 4% skim milk  |
| UCP1                        | GeneTex, GTX10983        | 1:1000 in 4% skim milk  |
|                             |                          |                         |
| anti-rabbit 2 <sup>nd</sup> | Thermo Fisher #31460     | 1:2000 in 4% skim milk  |
| anti-mouse 2 <sup>nd</sup>  | Thermo Fisher #31430     | 1:2000 in 4% skim milk  |

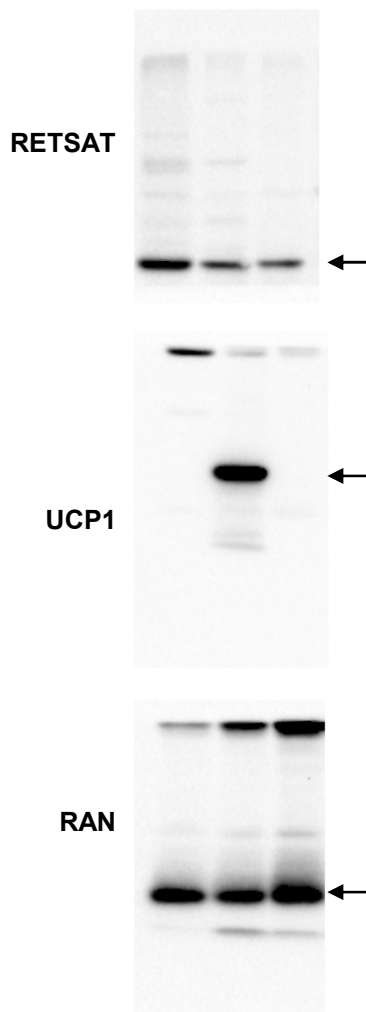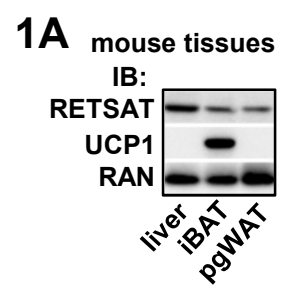

**1D**

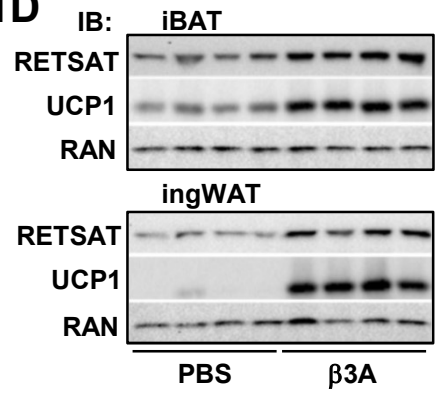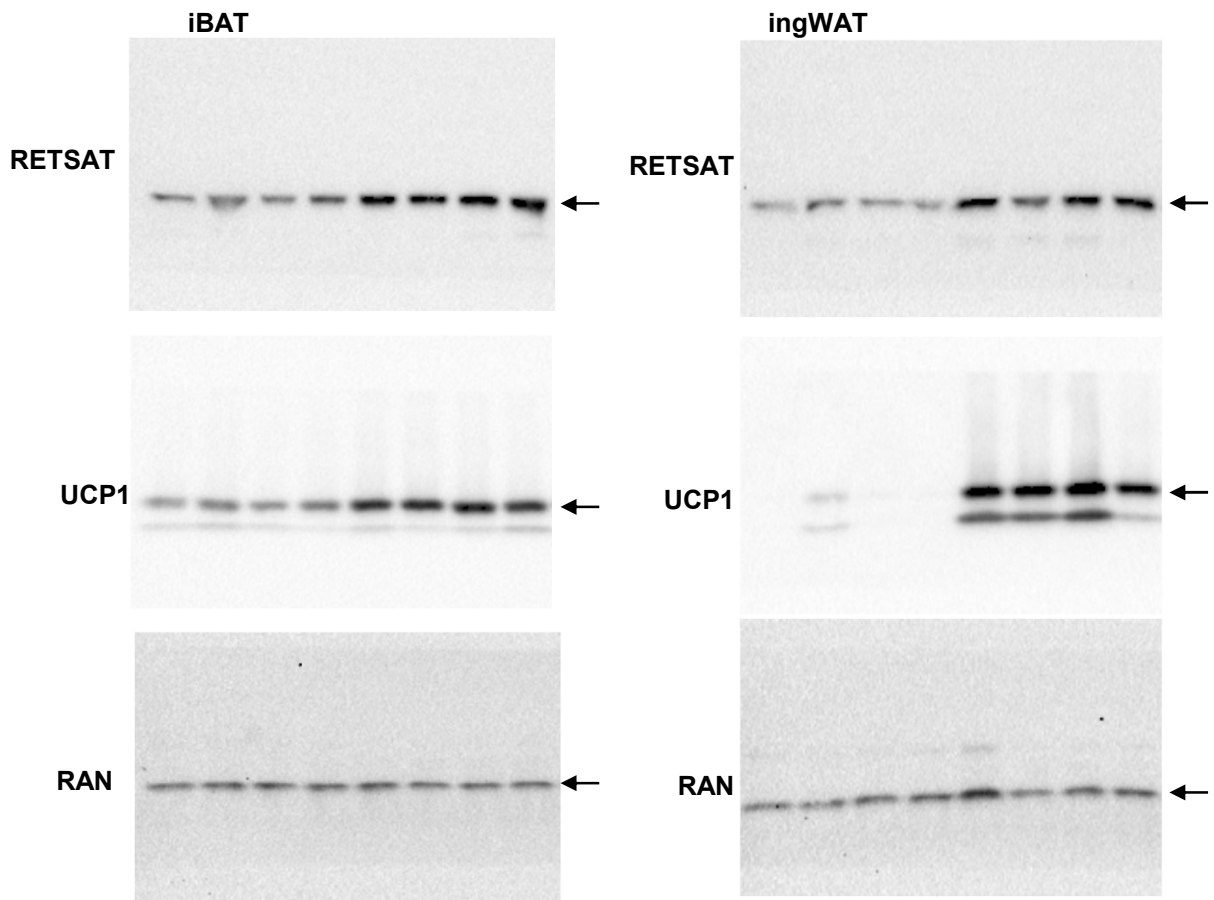

**2A**

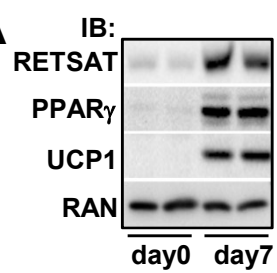

RETSAT

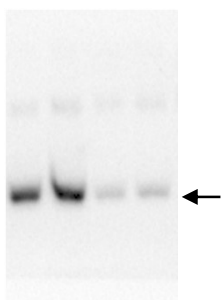

PPAR $\gamma$

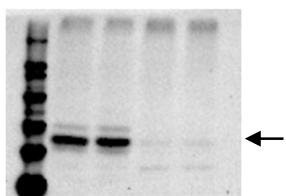

UCP1

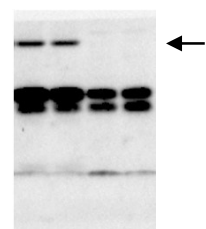

RAN

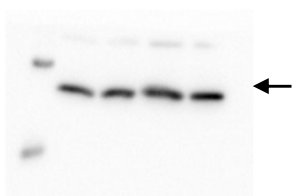

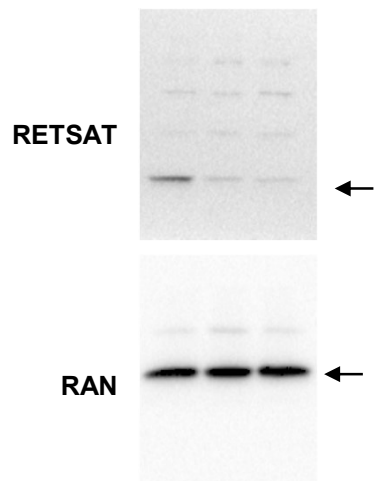

**2C**

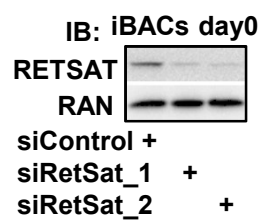

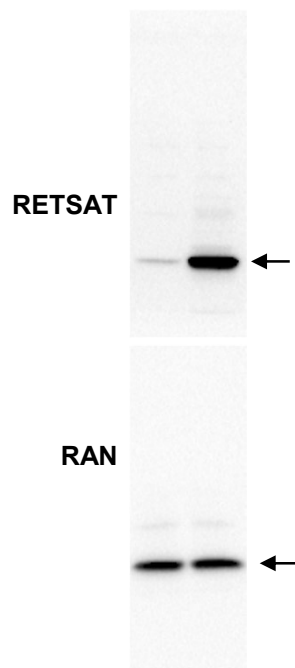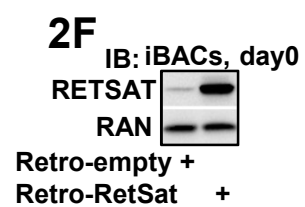

3C

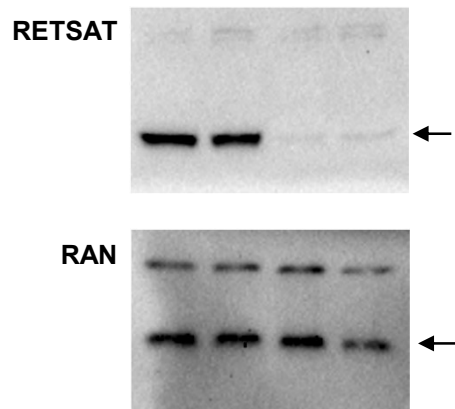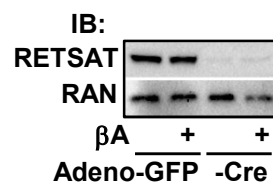

5A

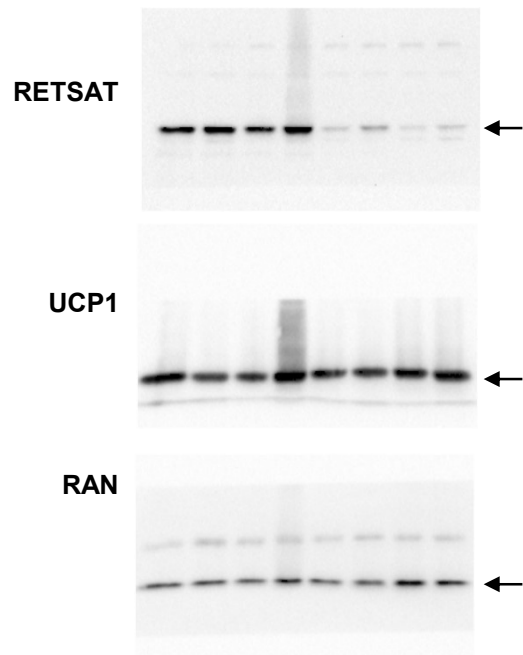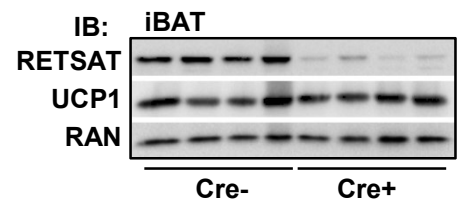

OXPHOS

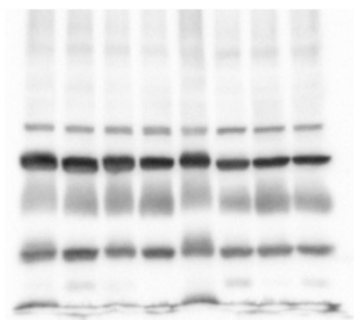

RAN

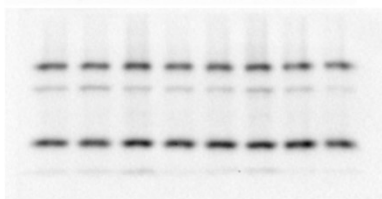

6D

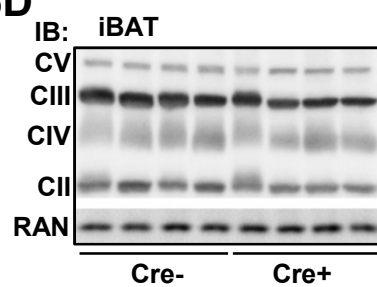

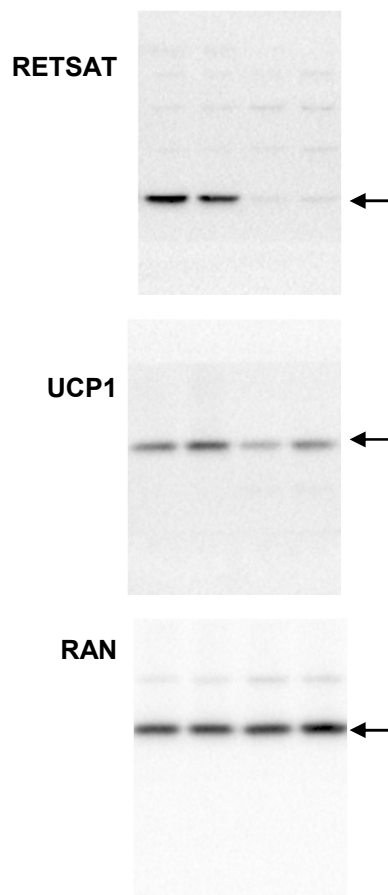

**S3B**

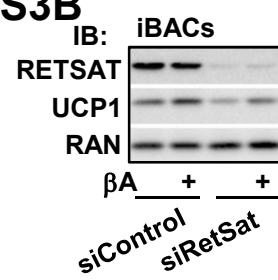

## S3D

RETSAT

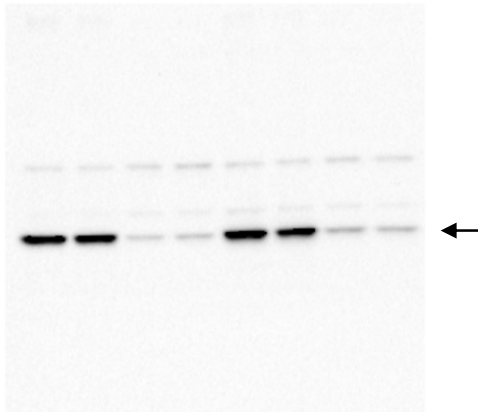

UCP1

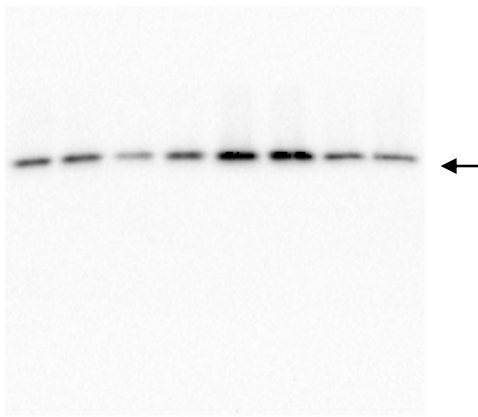

RAN

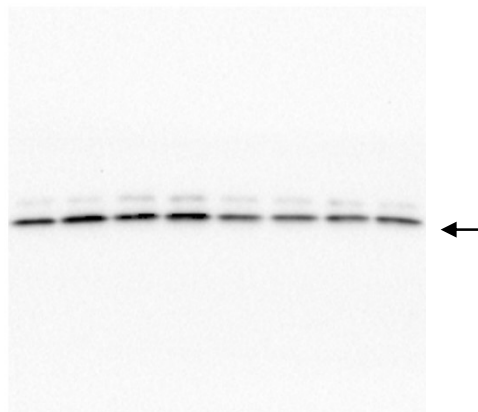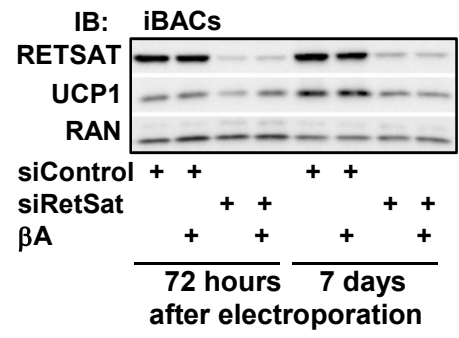

RETSAT

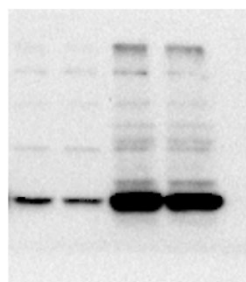

UCP1

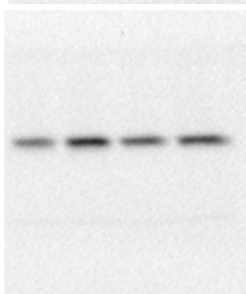

RAN

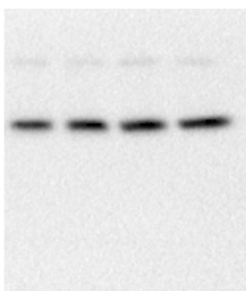

**S4B**

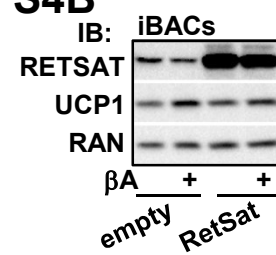

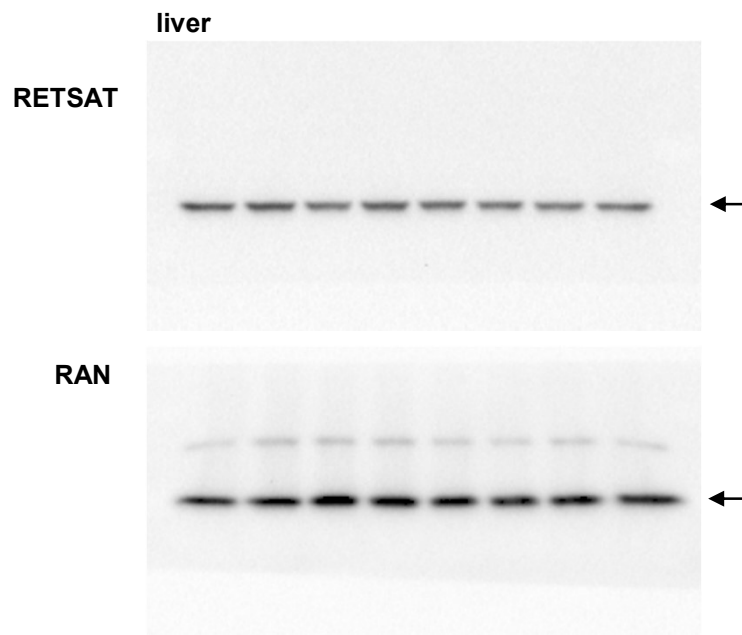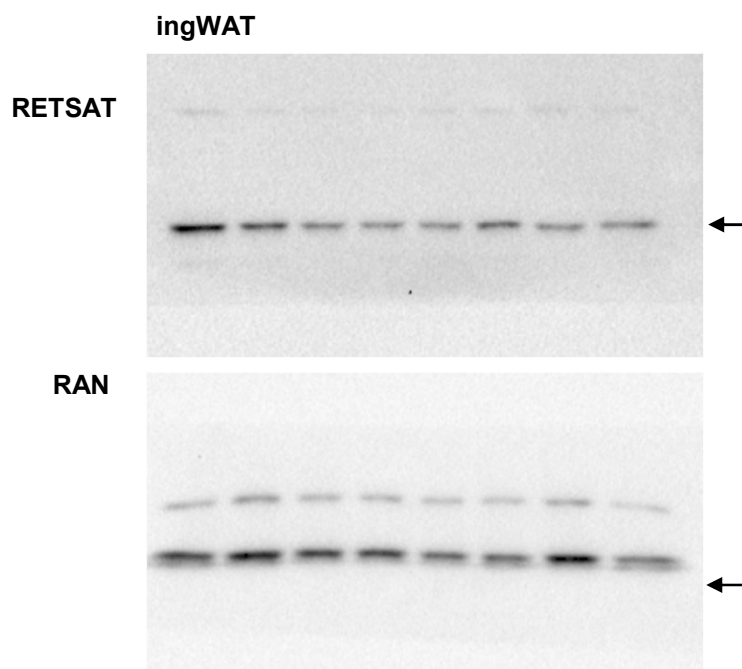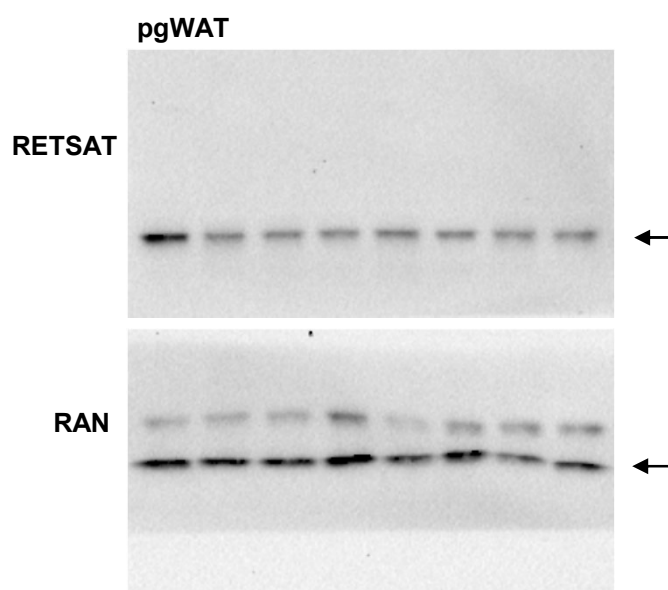

**S5**

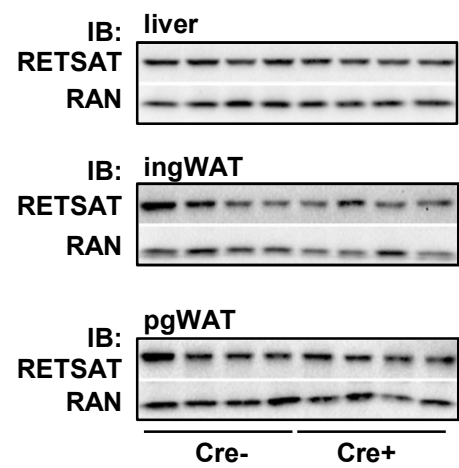

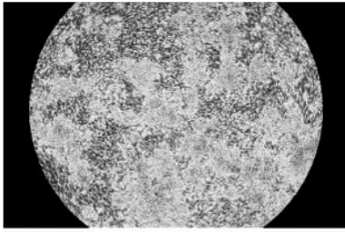

siControl

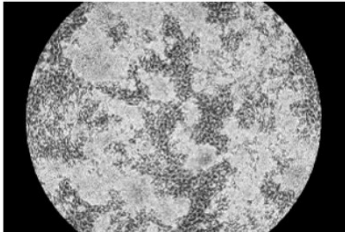

siRetSat\_1

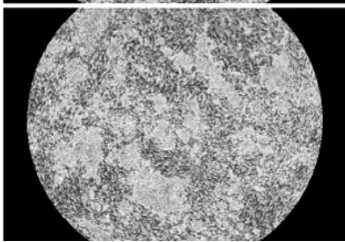

siRetSat\_2

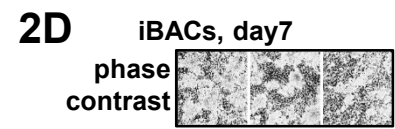

weak induction

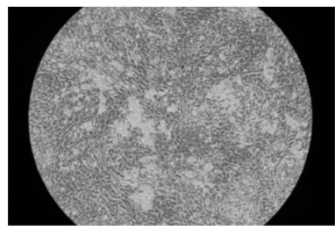

Retro-empty

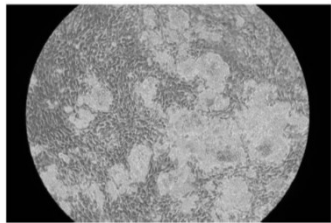

Retro-RetSat

strong induction

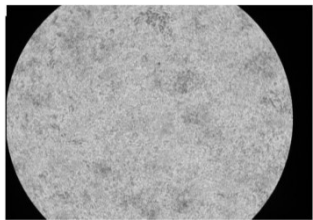

Retro-empty

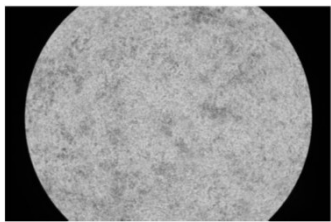

Retro-RetSat

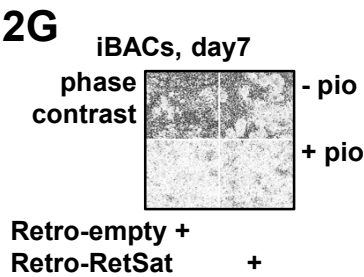

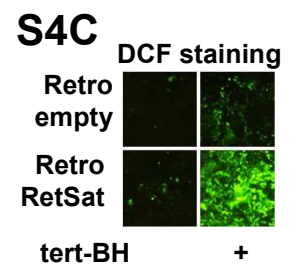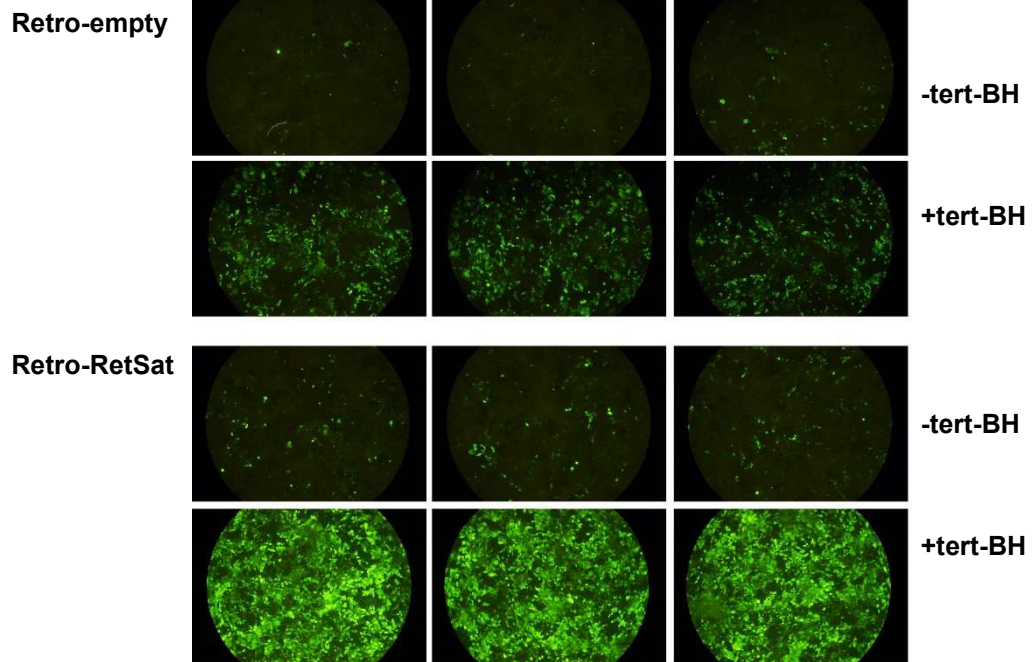

**Supplement:** Multimedia component 1

How the deposited data were processed for this re-analysis (not part of the article)

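RNAseq of iBAT from 5 Cre- and 5 Cre+ mice was analysed. According to their processing notes, the authors trimmed the reads with Trimmomatic, aligned them to GRCm39 with STAR, whose versions are not given in the sources used here, and counted them per gene with featureCounts 2.0.1. The deposited values are raw counts of 55414 genes of GENCODE M28 in which each mate of a read pair was counted by itself, strand was not used and reads with several alignments were not counted. Total counts were 91903095 to 132499312 in Cre- and 96991071 to 110293494 in Cre+ mice, with 23923 to 25024 and 24345 to 24743 genes with a count. Symbols were taken from a table of gene identifiers, which matched 52081 genes (94.0%).

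Samples were grouped by genotype from the labels. edgeR 4.0.16 in R 4.3.3 was used with TMM library sizes, filterByExpr (minimum count 10, minimum total count 15), robust dispersion estimates, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the 17690 genes that passed the filter, with calls at an adjusted p under 0.05. The SE of a log2 fold change is its size divided by the square root of F. CPM are normalized by TMM, and log2 CPM have a prior count of 2. Of the genes tested, 62 have no symbol. Gene lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation and with fry in limma 3.58.1, and p-values were adjusted over 30 lists. The share of counts from mtDNA-encoded genes was compared by a two-sided exact permutation test. mtDNA-encoded genes were compared with nuclear transcripts by BLAST 2.17.0, using an older GENCODE release for the transcripts.

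The test, the 21 gene lists, the 9 lists of cell type markers and the rule for naming genes were fixed before the data were examined. The rule takes RetSat, genes the paper names or shows for this experiment, up to 12 genes with the largest rise and 12 with the largest fall among those called with groups that do not overlap and a mean log2 CPM of at least 0, up to 4 members of each list with the smallest p, and the sex-linked genes Xist, Ddx3y and Eif2s3y. Predicted genes and clones were left out of the largest changes. Which of these genes the text gives was decided after their values had been seen. For 85 genes, with Elmod2 and Stub1 from outside the rule, each group was tested for a library far from the others. Genes outside the rule are said to have been chosen after their values were seen. The paper's calls were known when the lists were written.

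The alternatives were DESeq2 1.42.0 with default parameters, limma voom with sample quality weights, DESeq2 size factors, mtDNA-encoded genes left out of the scaling, no filter on low counts, at least 10 counts in every library, the replicate number as a block, a surrogate variable from sva 3.50.0, leaving out each library in turn, and leaving out 3 Cre+ libraries with an added letter in their identifier, and, for the mtDNA share, other nuclear counts as the denominator and the sum of TMM-normalized CPM. A further 5 alternatives were chosen after seeing the data. The tests were checked on simulated counts. With 200 of 17690 genes changed, edgeR made 6 false calls and DESeq2 41, and with 0 of 17690 changed they made 0 and 7. DESeq2 recovered 59% of genes changed by 0.5 and 94% of genes changed by 1 on the log2 scale. KEGG and GO enrichment was not repeated, since the terms were not used here, and no other experiment of the paper was analysed here. Values of some single members of the gene lists are not reported here.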

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

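The tests of the libraries with an added letter, of the genes next to Ucp1, of RetSat loss as their cause, of the immediate early genes as a covariate and of the chaperones outside Fig. 6B were chosen after the results were seen, as was the matching of clock genes on their SE. The bounds of the other tests were set earlier, but the reading that a bound must be passed by more than the SE came later, and it left the added letter open where it had been excluded and handling stress open where its bound had been met. That the median must pass the bound as well as the mean for the chaperones outside Fig. 6B was also decided after their values were seen, and it left stress at collection open where it had been excluded.

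In 15 of 190 groups of 5 libraries, 1 library lay far from the other 4, and chance gives about 1 in 20. Cre- replicate 1 had the highest mean log2 CPM of cytosolic chaperones, 6.23, and the highest CPM in its group of Ppid (39.1), Hsf1 (28.2) and Atf4 (158). Cre- replicate 3 was lowest in its group in mt-Nd4 (12913 CPM) and mt-Cytb (41301 CPM) and highest in the lactate receptor gene Hcar1 (70.8 CPM). Cre+ replicate 4 was highest in its group in Dnajb1 (64.4 CPM), Dnajb4 (64.7 CPM), Elmod2 (174 CPM) and Atf3 (31.0 CPM). Cre+ replicate 3 was highest in its group in RetSat (Retsat, 39.0 CPM) and lowest in Hsf1 (22.5 CPM). Cre- replicate 5 was highest in mt-Atp8 (0.675 CPM) and Cre- replicate 4 lowest in Prdm16 (23.0 CPM). Tbc1d9 (log2 fold change 1.23) and Elmod2 (0.82), which the paper does not discuss, were higher in every Cre+ than in every Cre- library.

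Transcripts of the 13 mtDNA-encoded protein genes had a median log2 fold change of -0.31 in Cre+ mice. With these genes left out of the scaling the median was again -0.31, which argues against the scaling, and a lower share of brown adipocytes is argued against by their marker genes (median 0.12) and by marker lists of other cell types that went both ways (5 of 9 medians below 0). Splitting the libraries cannot exclude chance, since the paper had singled out these genes as lower on the same libraries. Of 100 splits, the real included, 2 gave a camera result as large (minus log10 p of 9.50, and 13.4 for the highest other). Neither the labels nor the paper explain the added letter. A difference that goes with the letter cannot be told apart from the genotype, since no Cre- library has it. Without the 3 lettered libraries the median was -0.23 (mean -0.19, SE 0.09). Loss of RetSat may lower these transcripts, and Cre itself was not tested because no mice with Cre and without floxed alleles were sequenced.

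Of 51 cytosolic chaperones edgeR called 8 lower in Cre+ mice (camera adjusted p = 0.0839 with an estimated correlation), but the study picked 20 of the 51 as lower on these samples, so nothing is excluded by the 1 of 100 splits with a camera result as large for all 51 (minus log10 p of 18.5, and 12.3 for the highest other) or by their difference in mean log2 CPM of -0.52 (SE 0.09) and, with the level of the immediate early genes as a covariate, -0.41 (SE 0.07). For the 31 others, 2 of 100 splits, the real included, gave a camera result as large (3.53, and 3.61 for the highest other). This cannot exclude chance either, since 20 members of the same family had been picked as lower on these samples. Stress at collection as measured by the immediate early genes stays open. The mean difference of the 31 genes was -0.37 (SE 0.09) and, with the covariate, -0.26 (SE 0.07). Their median was -0.12 and, with the covariate, -0.08, within the bound of 0.1. Handling stress that differed between the groups stays open too, with a median of -0.40 for the immediate early genes, which met the bound set for it, but a mean of -0.46 with an SE of 0.30. A different time of day stays open, since the clock genes' median absolute change lay at percentile 99.88 of 10000 lists matched on expression, past the bound set for it, and at 90.45 when the lists were also matched on SE. Cooler tissue cannot be told apart either, since of the cold-inducible genes Cirbp had 0.49 and Rbm3 0.025. Without the 2 libraries with the most muscle transcripts, Cirbp had 0.58 and Rbm3 -0.10. Loss of RetSat may lower the chaperones as well. The paper reports lower HSP and co-chaperone expression in cultured brown adipocytes depleted of RetSat (Fig. 6C), to which tissue collection does not apply. The paper also reports a lower core temperature of Cre+ mice before and early in cold exposure (Fig. 4G). Cooler tissue therefore need not be separate from loss of RetSat. Neither experiment was analysed here.

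The genes on both sides of Ucp1, Tbc1d9 and Elmod2, were higher in Cre+ mice, and Elmod2 was singled out after its values were seen (adjusted p = 0.220 from edgeR and 0.0115 from DESeq2). The 24 genes within 500 kb of RetSat had a median absolute log2 fold change of 0.0924 (SE 0.0386), but this leaves open a change near any gene used in the cross, since all mice have floxed RetSat alleles and the same measure near Ucp1, 0.189, is below the bound of 0.2 too. A candidate explanation is that the Ucp1-Cre transgene carries copies of both genes. The lowest log2 ratio to the Cre- mean over these 2 genes and the 5 Cre+ libraries was 0.46, while 12 genes more than 100 kb away had a median of 0.04. Both genes had been seen to be higher, so the value of 0.46 restates this. Nearer than 100 kb, Gm17999, which lies inside Tbc1d9, had a log2 fold change of -0.18 (SE 0.30) and Clgn 0.17 (SE 0.47). Both had few counts (0.335 and 0.127 CPM in Cre- mice). An effect of RetSat loss on Tbc1d9 and Elmod2 cannot be told apart from copies on the transgene, since all 5 Cre+ libraries had both a lower RetSat and a higher Tbc1d9 than every Cre- library. The structure of the transgene could not be examined in these data.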

How the results depend on the processing

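The alternatives with halved counts, with edgeR without robust estimation, with DESeq2 filtered for a threshold of 0.05, without the 2 libraries with the most muscle transcripts and with the immediate early gene level as a covariate were chosen after seeing the data.

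None of the 29 called genes changed direction under any alternative in which it was tested (27 of 29 with at least 10 counts in every library, 28 with halved counts and 29 in the others). The groups of all 29 do not overlap, so leaving out libraries could hardly have reversed them, and their constant direction adds little. Of 85 genes given in the text, 13 that were not called had the other sign under at least 1 alternative, with the lowest adjusted p by edgeR in the main test at 0.474, and none was called with that sign. They are Acly, Aldh1a1, Atf4, Cox7a1, Cyp26b1, Ddx3y, Elovl3, Fabp4, Hsf1, Mlxipl, mt-Nd3, Rarb and Rbm3. The log2 fold change of mt-Nd3 was -0.31 and, without the 3 libraries with an added letter, 0.02. RetSat stayed called, with a log2 fold change of -3.20 to -2.81 when each library was left out in turn. edgeR called 29 genes, 23 lower (79.3%) and 6 higher, and none of the scalings moved the median log2 fold change of all genes by more than 0.1. The number of calls was 30 with DESeq2 size factors, 30 with the mtDNA-encoded genes left out of the scaling, 29 with at least 10 counts in every library (27 shared with the 29), 33 with a surrogate variable (25 shared), 30 with halved counts and 32 without robust estimation (26 shared). The cause of the changes below was not tested, except that leaving out libraries or adding a covariate lowers the power of a test. In the simulated data, DESeq2 also made more false calls than edgeR.

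DESeq2 called 393 genes, 210 lower and 183 higher (53.4% lower), with 5 mtDNA-encoded genes, 21 cytosolic chaperones, 14 HSF1 targets, 20 genes of Fig. 6B, 2 clock genes (Per2 and Cry1) and 1 each of the transcription factors of protein folding (Cebpb), retinoid (Rbp4), lipolysis (Hcar1), fatty acid oxidation (Pdk4) and NRF2 (Gsta3) lists. Filtered for a threshold of 0.05 it called 398, 210 lower and 188 higher, with the same counts for these lists, 5, 21, 14, 20, 2 and 1. limma voom with sample quality weights called 148, 92 lower and 56 higher, with 20 cytosolic chaperones, 14 HSF1 targets, 16 genes of Fig. 6B, and 1 each of the transcription factors (Cebpb), immediate early genes (Fosb) and clock genes (Cry1). With no filter on low counts edgeR called 92, 61 lower and 31 higher, with 1 mtDNA-encoded gene (mt-Nd2) and 1 clock gene (Cry1). Of the transcription factors, 1 (Cebpb) was called with at least 10 counts in every library, with halved counts and without robust estimation.

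Without the 2 libraries with the most muscle transcripts edgeR called 289 genes, 195 lower and 94 higher, with all 29 among them, and 2 thermogenic genes (Ebf2 and Ppara, both lower), 20 cytosolic chaperones, 14 HSF1 targets, 15 genes of Fig. 6B, 2 transcription factors (Atf3 and Cebpb), 1 integrated stress response gene (Trib3), 2 immediate early genes (Atf3 and Fosb) and 3 clock genes (Per1, Per2 and Cry1), and the difference in the share of counts from mtDNA-encoded protein genes was -2.88 percentage points (exact permutation test, p = 0.0571). With the immediate early gene level as a covariate it called 14, 9 lower, with 5 cytosolic chaperones and 5 genes of Fig. 6B. Without the 3 Cre+ libraries with an added letter it called 43, 35 lower, of which 9 were among the 29, with 1 transcription factor (Cebpb) and 1 immediate early gene (Klf4), and the difference in mtDNA share was -2.19 (exact permutation test, p = 0.143). Trib3, Per1 and Klf4 were named after their values were seen.

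When each library was left out in turn, edgeR called 9 (without Cre+ replicate 1) to 331 genes (without Cre+ replicate 4), 6 to 216 lower and 2 to 115 higher. It called 13, 15, 12 and 11 without Cre- replicates 1, 3, 4 and 5, and 10 without Cre+ replicate 5. Counts ranged from 2 to 19 for cytosolic chaperones, 1 to 13 for HSF1 targets, 2 to 15 for genes of Fig. 6B, 0 to 2 for transcription factors of protein folding, thermogenic, immediate early and clock genes, and 0 to 1 for lipolysis genes, with the highest counts without Cre+ replicate 4 except for lipolysis genes (Hcar1 without Cre- replicate 3 and the β1-adrenergic receptor gene Adrb1 without Cre+ replicate 3). The difference in the share of counts from mtDNA-encoded protein genes ranged from -3.63 to -2.74 percentage points (exact permutation test, p = 0.00794 to 0.0238). As a share of the other nuclear counts, and as the sum of TMM-normalized CPM, it kept an exact permutation p of 0.0159.

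With the replicate number as a block edgeR called 23 genes, 15 lower and 8 higher, 16 of them shared with the 29, and 1 lipolysis gene (Hcar1). The share of counts from mtDNA-encoded protein genes, with a difference of -3.09, had an exact permutation p of 0.0625, the smallest that 5 pairs allow. The numbers were not found to pair the samples, since the correlations of same-numbered samples were 0.18, -0.11, 0.15, -0.20 and 0.22 for replicates 1 to 5, and the correlation was highest with the own number for replicates 1 and 3 only. Some mtDNA-encoded genes had few counts, such as mt-Atp8 at 0.523 CPM in Cre- mice, and whether depth limits them was not tested.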

Differences from the paper's values

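The paper reports 304 differentially expressed genes at FDR<5%, and edgeR called 29. Among the alternatives set before the data were examined, DESeq2 with default parameters, which the paper's methods name, called 393 and edgeR without Cre+ replicate 4 called 331, both within 1.5 times of the paper's number, and the others did not come that close. Of the alternatives chosen after seeing the values, DESeq2 filtered for a threshold of 0.05 called 398 and edgeR without the 2 libraries with the most muscle transcripts called 289. The paper's list of 304 genes was not used here, so how many of them these settings drop is unknown apart from the genes given next.

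The paper's upregulated genes number about 140 in Fig. 5A, read by eye, and edgeR called 6. The paper's downregulated genes number about 160 in Fig. 5A, read by eye, and edgeR called 23. DESeq2 (183 and 210) and edgeR without Cre+ replicate 4 (115 and 216) come within 1.5 times of both, and the other alternatives set before the data were examined do not. Of those chosen after seeing the values, DESeq2 filtered for a threshold of 0.05 (188 and 210) and edgeR without the 2 libraries with the most muscle transcripts (94 and 195) do.

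The paper's log2 fold change of RetSat is about -1.9 in Fig. 5A, read by eye, and edgeR gave -2.95, which is -2.05 (SE 0.17) as a natural logarithm. The figure labels its axis as log2, and on that scale no alternative came within the replicate error of the paper's value. A shrunken fold change was not computed here.

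The paper marks about 5 mtDNA-encoded genes at FDR<5% in Fig. 5C, read by eye, and edgeR called 0 (8 lower at an unadjusted p under 0.05). DESeq2 called 5, also when filtered for a threshold of 0.05, which was chosen after seeing the values, and no other alternative came within 1.5 times. All 13 mtDNA-encoded protein genes had a negative log2 fold change, the direction the paper shows, except that the log2 fold change of mt-Nd3 was 0.02 without the 3 libraries with an added letter. The 5 by DESeq2 are mt-Nd2, mt-Nd4, mt-Cytb, mt-Co1 and mt-Nd6. The paper names mt-Co2 among the largest contributors to the enriched pathways, and mt-Co2 had a log2 fold change of -0.40 with an adjusted p of 0.436 from edgeR and 0.372 from DESeq2. No setting run called mt-Co2. With no filter on low counts edgeR called mt-Nd2.

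The paper shows about 20 protein folding genes as downregulated at FDR<5% in Fig. 6B, read by eye, and edgeR called 8 of them. DESeq2 called 20, limma voom with sample quality weights 16 and edgeR without Cre+ replicate 4 called 15, and the other alternatives set before the data were examined did not come within 1.5 times. Of the alternatives chosen after seeing the values, DESeq2 filtered for a threshold of 0.05 called 20 and edgeR without the 2 libraries with the most muscle transcripts called 15, which drops 5 of the paper's 20 genes.

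The paper calls Cebpb lower at FDR<5%, and edgeR gave a log2 fold change of -1.14 with an adjusted p of 0.0535. Cebpb was called by DESeq2 (adjusted p = 8.8e-07), by limma voom with sample quality weights, and by edgeR with at least 10 counts in every library, without Cre+ replicate 2, 4 or 5 and without the 3 libraries with an added letter. Of the alternatives chosen after seeing the values, halved counts, edgeR without robust estimation, DESeq2 filtered for a threshold of 0.05 and leaving out the 2 libraries with the most muscle transcripts also called it.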

Other observations

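Of the tests given here, the leaving out of the 2 libraries with the most muscle transcripts was chosen after the results were seen.

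Lymphocyte markers, clock genes and several metabolic genes had values that the text has not yet described. Of 9 lymphocyte markers edgeR called 0, with 4 higher at an unadjusted p under 0.05, 3 higher adjusted over the list alone and 2 higher by DESeq2, with Cd79b among them. Cd79b had few counts, 0.287 CPM in Cre- mice, and a log2 fold change of 1.17 (SE 0.29, adjusted p = 0.131 from edgeR). The lymphocyte list was higher by camera (adjusted p = 0.00815; adjusted p = 0.0913 with an estimated correlation). Of 17 clock genes edgeR called 0, with 2 lower at an unadjusted p under 0.05, adjusted over the list alone and by DESeq2. They were Per2 (-1.01, SE 0.27, adjusted p = 0.189 from edgeR) and Cry1 (-0.55, SE 0.14, adjusted p = 0.127 from edgeR), repressors of the clock. Of the 2 cold-inducible RNA-binding genes edgeR and DESeq2 called 0, with 1, Cirbp, higher at an unadjusted p under 0.05 and adjusted over the list alone.

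Of 20 lipolysis genes edgeR called 0, with 4 higher and 2 lower at an unadjusted p under 0.05, 0 adjusted over the list alone and 1 higher by DESeq2, Hcar1, an inhibitory receptor for lactate (0.69, SE 0.21). Of 22 fatty acid oxidation genes edgeR called 0, with 3 higher and 1 lower at an unadjusted p under 0.05, 1 higher (Acot2, 0.30, SE 0.08) and 1 lower (Pdk4, -0.54, SE 0.15) adjusted over the list alone, and 1 lower by DESeq2, Pdk4, which inhibits pyruvate dehydrogenase. Of 19 cholesterol synthesis genes edgeR and DESeq2 called 0, with 1 higher at an unadjusted p under 0.05 and 0 adjusted over the list alone. Of 15 integrated stress response genes edgeR and DESeq2 called 0, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone. Of 13 NRF2 targets edgeR called 0, with 1 higher at an unadjusted p under 0.05, adjusted over the list alone and by DESeq2, Gsta3, a glutathione transferase (1.35, SE 0.33). Of 19 immediate early genes edgeR and DESeq2 called 0, with 2 higher and 3 lower at an unadjusted p under 0.05 and 0 adjusted over the list alone. By camera none of the lists in this paragraph passed an adjusted p of 0.05.

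Among markers of other cell types, edgeR called 0 in each list with all libraries. It called 1 endothelial marker, Kdr, higher without Cre+ replicate 4 (log2 fold change of Kdr 0.38, adjusted p = 0.0429) and 1 lymphocyte marker, Cd79b, higher without the 2 libraries with the most muscle transcripts (log2 fold change of Cd79b 1.28, adjusted p = 0.0435). The median log2 fold change was 0.20 for 8 white adipocyte markers (1 higher at an unadjusted p under 0.05, 0 adjusted over the list alone, and 1 higher by DESeq2, Slc7a10). For 9 preadipocyte and fibroblast markers it was 0.20 (2 higher at an unadjusted p under 0.05, 1 higher adjusted over the list alone, and 1 higher by DESeq2, Pdgfra), and for 8 endothelial markers -0.11 (1 higher and 1 lower at an unadjusted p under 0.05, 1 higher adjusted over the list alone, and 1 higher by DESeq2, Kdr). It was 0.17 for 9 macrophage markers and -1.14 for 9 skeletal muscle markers, with 0 at an unadjusted p under 0.05 and 0 adjusted over the list alone. DESeq2 called 0 of the macrophage markers and gave none of the 9 skeletal muscle markers an adjusted p. The median was -0.17 for 7 mural markers, with 1 lower (Rgs5) at an unadjusted p under 0.05, 1 lower adjusted over the list alone and 0 by DESeq2. For 5 erythroid markers it was -0.25 and for 6 Schwann markers -0.21, each with 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone and 0 by DESeq2. By camera, no marker list other than the lymphocyte list passed an adjusted p of 0.05.

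Skeletal muscle markers had a mean log2 CPM of 5.40 in Cre- replicate 2 and 4.47 in Cre+ replicate 4, against at most 0.76 in the 8 other libraries, and both libraries were also highest in immediate early genes (4.43 and 4.37, against 2.79 to 3.89). Both lay together on the first principal component (22.1% of the variance). Few splits of the libraries gave as many calls as the genotypes. By edgeR it was 2 of 100 splits drawn from 126, the real included (29, and 33 for the highest other). By DESeq2 on the 17690 genes it was also 2 of 100 (419, and 655 for the highest other). These shares lie below 0.05, but not all 126 splits were run and a mixed split had more calls by both tools. Of the other splits, 6 had calls by edgeR (median 0 calls) and 68 by DESeq2 (median 3 calls). Calls by DESeq2 thus also arose in many splits that mix the genotypes. The highest other split by both tools put Cre+ replicate 4 with Cre- replicates 1, 2, 3 and 5. Without the 2 libraries high in muscle markers edgeR called 289 genes.

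The Y-linked gene Ddx3y had 60.1 CPM in Cre+ replicate 5 and 109 to 133 CPM in the 9 other libraries, and Eif2s3y had 49.0 CPM against 77.5 to 93.8 CPM. Xist had too few counts to be tested. Both Y-linked genes had an adjusted p above 0.05 by edgeR (0.757 for Ddx3y and 0.478 for Eif2s3y).

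Of the genes called by edgeR, 5 of 29 lie on chromosome 3, and no chromosome had more calls than chance at an adjusted p under 0.05 (Fisher's exact test, 0.293 for chromosome 3 and 0.571 as the lowest adjusted p by DESeq2). The few counts of mt-Co2, mt-Atp6, mt-Atp8, mt-Co3, mt-Nd3 and mt-Nd4l may come from reads shared with near-identical nuclear copies, which are not counted when they align to several places. Of these 6 genes, 5 have a nuclear transcript of at least 99% identity over at least 90% of their length, and 0 of the 7 other mtDNA-encoded protein genes have. mt-Atp8 is the exception, with a match over 21.1% of its length, so this cause stays open. The search covered nuclear transcripts and not the genome, so a copy of mt-Atp8 outside them would be missed. Of the genes with many counts, mt-Nd4 matches the nuclear transcript of Gm28439 at 100% identity over 63.6% of its length.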
